# Gene expression profile of the developing endosperm in durum wheat provides insight into starch biosynthesis

**DOI:** 10.1186/s12870-023-04369-7

**Published:** 2023-07-18

**Authors:** Jiawen Chen, Alexander Watson-Lazowski, Nitin Uttam Kamble, Martin Vickers, David Seung

**Keywords:** Durum, Endosperm, Gene expression, Grain development, RNAseq, Starch, Wheat

## Abstract

**Background:**

Durum wheat (*Triticum turgidum* subsp. *durum*) is widely grown for pasta production, and more recently, is gaining additional interest due to its resilience to warm, dry climates and its use as an experimental model for wheat research. Like in bread wheat, the starch and protein accumulated in the endosperm during grain development are the primary contributors to the calorific value of durum grains.

**Results:**

To enable further research into endosperm development and storage reserve synthesis, we generated a high-quality transcriptomics dataset from developing endosperms of variety Kronos, to complement the extensive mutant resources available for this variety. Endosperms were dissected from grains harvested at eight timepoints during grain development (6 to 30 days post anthesis (dpa)), then RNA sequencing was used to profile the transcriptome at each stage. The largest changes in gene expression profile were observed between the earlier timepoints, prior to 15 dpa. We detected a total of 29,925 genes that were significantly differentially expressed between at least two timepoints, and clustering analysis revealed nine distinct expression patterns. We demonstrate the potential of our dataset to provide new insights into key processes that occur during endosperm development, using starch metabolism as an example.

**Conclusion:**

We provide a valuable resource for studying endosperm development in this increasingly important crop species.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04369-7.

## Background

The endosperm constitutes about 80% of a wheat grain by weight, and is rich in storage reserves that are mobilised during seed germination to nourish the developing embryo [1]. Starch is the main storage carbohydrate in the endosperm, providing much of the calories in wheat-based foods; and storage protein (particularly gluten) is not only important for nutrition, but also for the functional properties of flour for bread and pasta-making [2, 3]. It is therefore important to understand the gene regulation that orchestrates the development of the endosperm and the synthesis of storage reserves.

The endosperm originates from double fertilisation, where a pollen nucleus fuses with the two polar nuclei of the central cell [2, 4]. The triploid nucleus then undergoes numerous mitotic divisions without cell wall formation, forming a multinucleate syncytium, which then becomes cellularised into alveoli by approx. 4 days post anthesis (dpa) [2]. The alveoli cells then differentiate into both aleurone and starchy endosperm cells, and starch synthesis subsequently begins in the latter [5]. The basic structure of the starchy endosperm is formed via further cell divisions and expansion by approx. 10 dpa [2]. It is only after this stage that most of the starch and protein is synthesised: for example, in bread wheat grown in the United Kingdom, grain filling is most active between 14 and 28 dpa [2]. Grain filling is followed by grain maturation and desiccation.

Starch is synthesised in amyloplasts of starchy endosperm cells from sucrose imported into the developing grain from source tissue. It exists as semi-crystalline, insoluble starch granules that are composed of two distinct glucose polymers - amylopectin and amylose. However, wheat (and other species of the Triticeae) is unique among cereals in that it has a “bimodal” distribution of starch granules, where two types of starch granules arise from a distinct temporal pattern of granule initiation [6]. A-type granules are large (18–20 μm in diameter), are flattened in shape, and they start to initiate at approx. 4 days post anthesis (dpa) and reach their final number by approx. 8 dpa. B-type granules are small (< 10 μm in diameter) and near spherical, and appear at approx. 15–20 dpa [5–7]. The size distribution of A- and B-type granules in wheat has implications on both pasta and breadmaking quality [8–10], and on milling and processing [11–13]. However, we are only beginning to understand the temporal control that coordinates the formation of these two granule types.

While many studies have focused on grain development in hexaploid bread wheat (*Triticum aestivum*), relatively fewer resources exist for tetraploid durum wheat (*Triticum turgidum* ssp. *durum*). Durum wheat is widely grown in semi-arid climates, primarily for pasta production. Worldwide, it represents ≈5% of wheat grown, but it is still the 10th most widely cultivated cereal crop [14]. It is also gaining interest due to its potential for yield and quality improvement [15, 16], its adaptability to warm and dry climates [16–18], and the effects of climate change creating new suitable regions for growing the crop [17]. Further, its tetraploid genome and shorter life cycle compared to bread wheat makes it an ideal experimental model for wheat research. The wheat *in silico* TILLING mutant collection in variety Kronos allows easy isolation of mutants for functional genomics, and mutations in only two homeologs need to be combined for most genes [19, 20]. Durum wheat has now been fully sequenced with a high-quality reference genome [21]. To enable further research into important processes occurring during endosperm development in durum wheat, we generated a high-quality transcriptomics dataset using RNA sequencing of the developing endosperm of variety Kronos, comparable to similar resources available for bread wheat [22]. We demonstrate the potential of our dataset to reveal new insights into grain development, using the process of starch biosynthesis as an example.

## Results and Discussion

### Distinct patterns of gene expression observed during grain development

To explore gene expression patterns that underpin key processes of endosperm development in durum wheat (*Triticum turgidum* ssp. *durum*), we generated a transcriptomics dataset from endosperm tissue extracted throughout grain development, in variety Kronos. Developing grains were harvested from plants grown in controlled environment chambers - starting from the earliest timepoint in which the starchy endosperm could be reliably dissected from the pericarp (6 dpa) and until the grain turned yellow, indicating maturation (30 dpa)(Fig. 1A).

We measured the starch content of these grains throughout endosperm development, which follows a sigmoidal pattern (Fig. 1B). A logistic growth model fit the data, and this model indicates that the starch accumulation rate is highest at 13 dpa. This is consistent with the onset of the grain filling period at 14 dpa in bread wheat grown in the United Kingdom [2].

RNA was extracted from endosperm tissue dissected from the grains (n = 3), with each replicate using multiple grains (3–6 depending on the timepoint) harvested from an independent plant. 

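Endosperm of the variety Kronos was sampled at 8 timepoints from 6 to 30 dpa with 3 replicates per timepoint, which gave 24 libraries. Each RNA extraction pooled 6 endosperms of a spike at 6, 8 and 10 dpa, 4 at 13, 15 and 18 dpa and 3 at 20 and 30 dpa, and different spikes of a plant could serve different timepoints. The poly-A selected libraries were read as 150 bp pairs. The authors deposited the estimated counts and TPM that kallisto gave for each canonical transcript, and 1 transcript stands for each gene. The paper's reported depth is 78,762,223 to 169,888,168 reads per sample. The values given here rest on the estimated counts, which hold only what pseudoaligned and total 56,180,542 to 115,799,984 per library. The median total was 62,471,581 at 6 dpa (61,471,791 to 63,531,307), 68,580,061 at 8 dpa (60,082,474 to 71,616,009), 67,664,964 at 10 dpa (63,890,104 to 68,115,844) and 62,602,349 at 13 dpa (59,952,856 to 72,827,876). Later it was 61,486,345 at 15 dpa (56,180,542 to 64,576,744), 59,677,515 at 18 dpa (56,426,963 to 64,861,350), 59,579,535 at 20 dpa (58,278,518 to 78,676,564) and 62,847,015 at 30 dpa (56,267,718 to 115,799,984). Counts were rounded to whole numbers, and the 44,240 genes with at least 10 counts in at least 3 libraries were tested with edgeR's quasi-likelihood test after TMM scaling, in 1 model of all libraries. A gene was taken as a DEG at an FDR of at most 0.05 within a comparison and a change of more than 1.5-fold, a log2 of 0.585. This fold follows the rows of Supplemental File 3, in which the smallest absolute log2 value is 0.585, and the text states a log2 fold change of 1.5, at which counts are also given. Levels are deposited TPM, as mean ± SD of 3 replicates, and log2 fold changes with their standard errors and adjusted p-values come from edgeR. kallisto divides reads that 2 homeologs share between them, so the level of each copy of a near-identical pair is less certain than their sum.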

RNA sequencing (RNA-Seq) using Illumina technology yielded between 78,762,223 and 169,888,168 reads per sample. These data were pseudoaligned using *kallisto* [23] to the annotated transcripts from the Svevo v1 durum wheat transcriptome (using Ensembl canonical transcripts only) [21]. A range of 66.356–77.040% of reads per sample were successfully pseudoaligned. 

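The share of TPM held by the most abundant transcripts grew over development. The 10 most abundant transcripts of a library held 8.23% ± 1.64 of its TPM (SD, n = 3) at 6 dpa, 11.4% ± 2.75 at 10 dpa, 38.2% ± 3.85 at 18 dpa and 45.4% ± 2.06 at 30 dpa. The 100 most abundant held 26.2% ± 3.39 at 6 dpa and 75.4% ± 2.15 at 30 dpa. In estimated counts the share of the top 10 was 2.52% ± 0.194 at 6 dpa and 46.4% ± 2.12 at 30 dpa. TPM of a library sum to a fixed total, and the median gene tested had a log2 change in TPM of -1.08 between 6 and 30 dpa, of -0.14 between 6 and 10 dpa, of -0.59 between 10 and 20 dpa and of -0.37 between 20 and 30 dpa. After TMM scaling the median change between 6 and 30 dpa was -0.01. A fall in TPM at the late timepoints is therefore given beside the change relative to this shift, which is the scale of all log2 fold changes from edgeR.

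**Figure D1:**
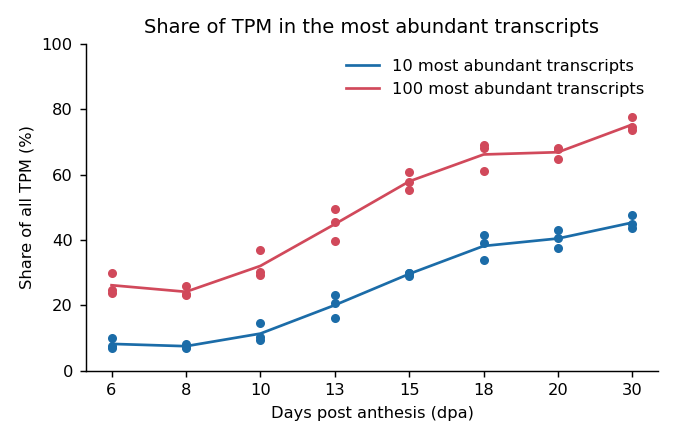
Share of TPM, in percent, held by the most abundant transcripts of each library at each timepoint in dpa. Points are libraries and lines join the means of 3 replicates, and the share of the top 100 at 30 dpa lies near 75.4%.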

We then calculated transcripts per million (TPM) values for each detected transcript (Supplemental File 1). Out of a total of 66,559 annotated canonical transcripts, we detected an average expression over one TPM (for at least one timepoint) for 31,879 transcripts.

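Of the transcripts listed, 31,879 had a mean over 1 TPM at 1 timepoint or more. The number at a single timepoint was 27,831 at 6 dpa, 27,497 at 8 dpa, 26,411 at 10 dpa, 26,475 at 13 dpa, 24,043 at 15 dpa, 22,902 at 18 dpa, 23,654 at 20 dpa and 20,603 at 30 dpa. A limit of 0.5 TPM gave 36,429 transcripts and a limit of 5 TPM gave 18,260. With all 3 replicates of a timepoint required to exceed 1 TPM the number was 29,229. Leaving out 1 library at a time kept the number with a mean over 1 TPM between 31,551 and 32,336.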

We also calculated TPM values for all annotated transcripts in the Svevo v1 transcriptome, rather than using the Ensembl canonical transcripts only, as a resource for future analysis (Supplemental File 2). These data were not used in the analysis described in the remainder of this paper.

We used a principal component analysis (PCA) to visualise and identify samples that had similar gene expression patterns (Fig. 1C). 

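A PCA was run on TPM, centred and scaled per gene, and distances were measured between libraries in the plane of PC1 and PC2. For 14 of the 24 libraries the nearest library was of the same timepoint (permutation test of the timepoint labels, p = 1e-05, the smallest that 100000 permutations can give). This held for 2 of the 3 libraries at 6, 8 and 10 dpa each and for 1 of 3 at 13 dpa. The largest distance between replicates was 93.4 at 6 dpa, 65.8 at 8 dpa, 44.8 at 10 dpa and 143 at 13 dpa. The closest library of another timepoint lay 38.4 from a 6 dpa library, which was an 8 dpa library, and 34.0 from a 10 dpa library and 29.6 from a 13 dpa library. Replicate 3 of 13 dpa stood apart on PC2 with a score of 163, against 67.6 and 33.6 for the other 13 dpa libraries. Without scaling the genes, 10 of the 24 libraries had a nearest library of their own timepoint (permutation p = 0.0008).

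**Figure D2:**
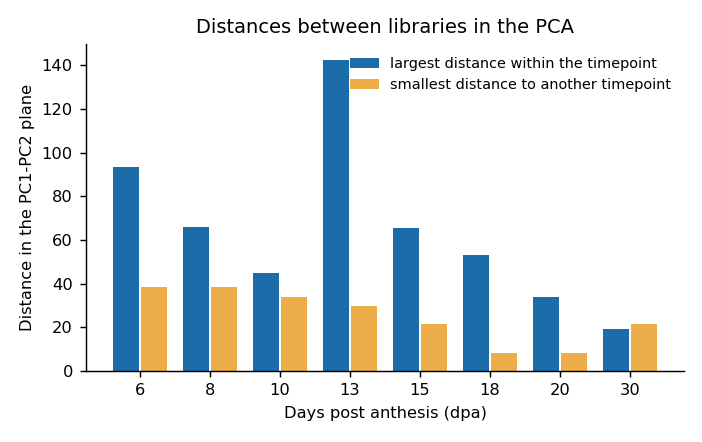
Distances between libraries in the plane of PC1 and PC2, in score units, at each timepoint in dpa. For each timepoint the largest distance between its replicates is shown beside the smallest distance from any of them to a library of another timepoint. At 30 dpa the former, 19.2, is below the latter, 21.4, and at the other timepoints it is above.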

Replicates for each of the early timepoints (6, 8, 10 and 13 dpa) formed distinct clusters that were well separated from each other. However, the later timepoints (15, 18, 20 dpa) appeared to largely cluster together with some overlap between replicates being apparent. This suggests additional factors may contribute to the variation over these timepoints, whereas temporal variation is limited. 

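Among the libraries of 15, 18 and 20 dpa, the nearest library was of the same timepoint for 2 of 3, 1 of 3 and 1 of 3. The closest pair from different timepoints, 1 library of 18 dpa and 1 of 20 dpa, lay 8.08 apart, while replicates lay up to 65.3 apart at 15 dpa, 53.0 at 18 dpa and 33.9 at 20 dpa. The mean score on PC1 was 42.8 at 15 dpa, 75.0 at 18 dpa and 86.7 at 20 dpa, and the mean on PC2 was 39.6, 14.6 and -14.7.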

The latest timepoint (30 dpa) again separated out into a distinct cluster. It is plausible that the largest changes in gene expression are observed during early grain development when the basic endosperm structure is forming [2], and that the expression pattern stabilises as the grain as undergoes filling. 

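Each of the 3 libraries of 30 dpa had another 30 dpa library as its nearest. Replicates of this timepoint lay at most 19.2 apart, and the closest other library, of 20 dpa, was 21.4 away. The mean scores at 30 dpa were 126 on PC1 and -47.9 on PC2.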

The distinct shift in expression pattern at 30 dpa is likely due to processes such as maturation and senescence being initiated.

**Fig. 1:**
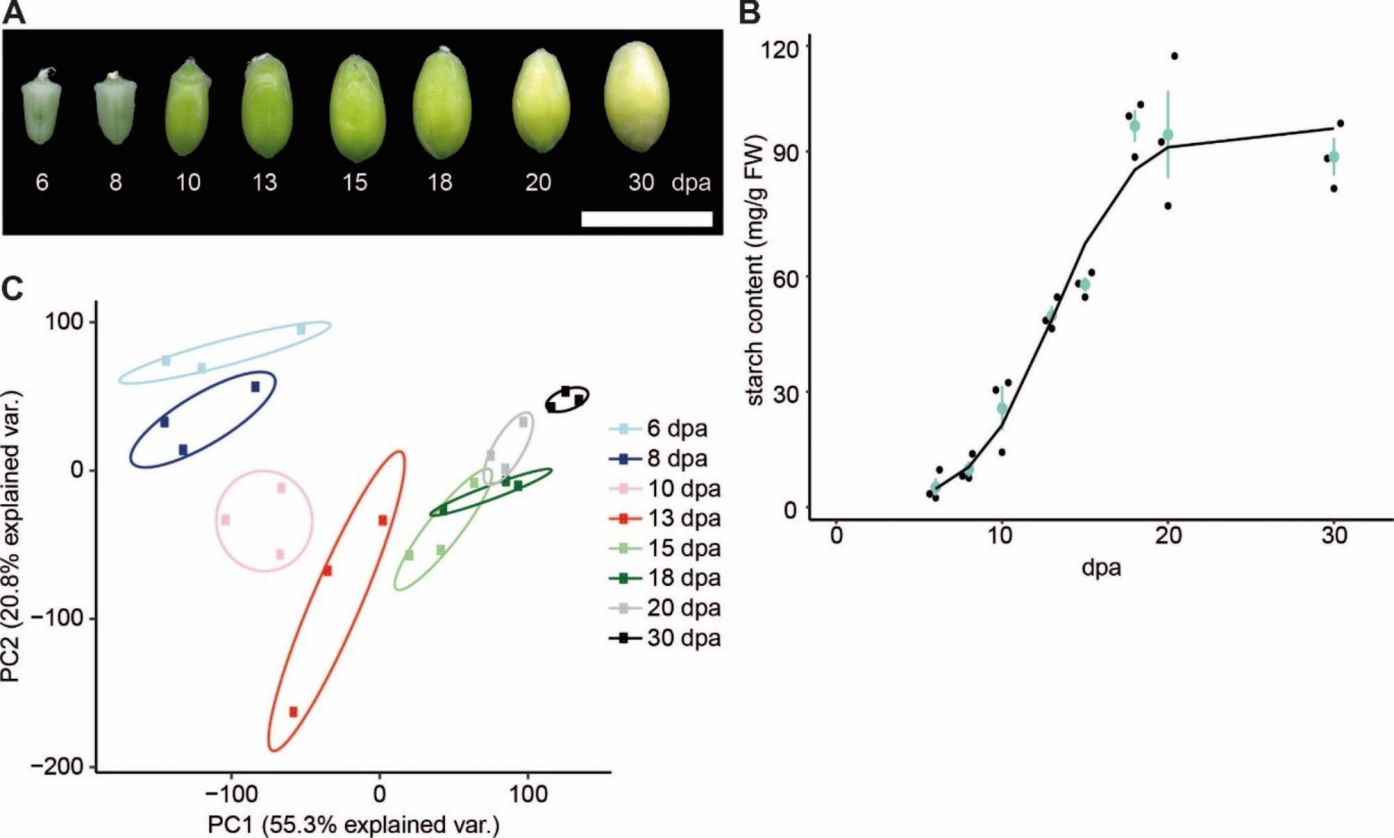
Distinct transcriptome profiles in the endosperm through grain development. **(A)** Morphology of grains harvested at each timepoint. Bar = 1 cm, dpa = days post anthesis. **(B)** Total starch content of developing endosperm in grains as shown in A, in units of mg/g fresh weight (FW) of grain material. The black dots are biological replicates and the blue dots are the mean of three biological replicates per time point, with error bars representing standard error of the mean. The black line is a fitted logistic growth curve based on all the biological replicates. **(C)** Principal component analysis (PCA) of calculated TPM values. Genes included had a TPM over one for all replicates within our study (15,826 genes included in the analysis). Principal components 1 and 2 (PC1 and PC2) could represent 55.3% and 20.8% of the variation, respectively. Ellipses enclose the three replicates for each timepoint for visualising the spread

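PC1 held 55.3% of the variance of scaled TPM over 15,826 genes and PC2 held 20.8%. With 1 library left out at a time, PC1 ranged from 54.2% to 58.2% and PC2 from 18.8% to 21.4%. On log2(TPM + 1) the shares were 59.3% and 18.9%. Without scaling the genes, PC1 held 91.0% and PC2 2.90%.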

Significantly differentially expressed (DE) genes (DEGs) were calculated using DESeq2 (FDR ≤ 0.05 and log_2_fold change > 1.5) for all pairwise comparisons of the sampled timepoints (Supplemental File 3). This resulted in a total of 29,925 DEGs. 

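The TMM factors, which set each library's scale in edgeR, followed development. They were 1.55 to 1.83 at 6 dpa, 1.55 to 1.58 at 8 dpa, 0.689 to 0.836 at 20 dpa and 0.486 to 0.538 at 30 dpa. The scale decides how DEGs divide into genes that rose and genes that fell. Between 8 and 10 dpa 62% of the DEGs rose, against 32% with no scaling beyond the library totals. Between 10 and 13 dpa the shares were 54% and 24%, between 13 and 15 dpa 21% and 0.45%, and between 20 and 30 dpa 30% and 2.7%.

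**Figure D3:**
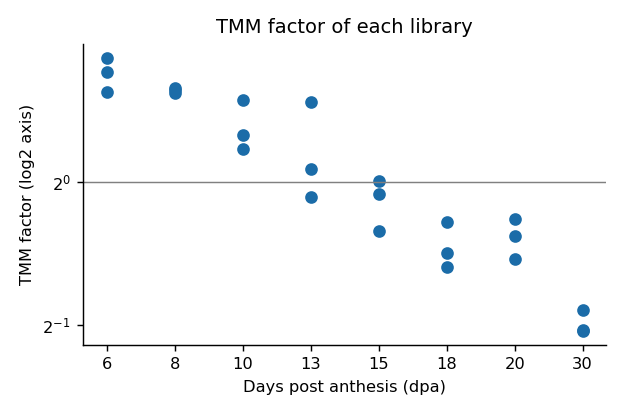
TMM factor of each library, on a log2 axis, against the timepoint in dpa. Each point is a library, 3 per timepoint, and the factors lie between 1.55 and 1.83 at 6 dpa and between 0.486 and 0.538 at 30 dpa.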

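Over all 28 pairwise comparisons, 37,171 of the 44,240 genes tested (84.0%) were DEGs in at least 1 comparison, and 24,651 were at an absolute log2 fold change over 1.5. DESeq2 on the same genes gave 37,573, and 24,871 over 1.5. Under the paper's stated minimum of 10 CPM in 3 libraries, 17,816 genes were left to test and 14,863 of them were DEGs. With 1 CPM in place of it edgeR gave 29,831 of 34,313 and DESeq2, an alternative chosen after the values were seen, 30,007. Leaving out any 1 library gave 36,278 to 37,590.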

When comparing early timepoints (6, 8, 10 and 13 dpa) sequentially, a large number of DEGs were identified (between 2,185 and 6,407 per comparison). However, when comparing within the middle timepoints (15 and 18 dpa) only 34 DEGs were identified. 

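Between 6 and 8 dpa, 1,135 genes rose and 221 fell, between 8 and 10 dpa 3,334 rose and 2,048 fell, and between 10 and 13 dpa 2,168 rose and 1,862 fell. At an absolute log2 fold change over 1.5 the totals were 726, 2,343 and 1,745. DESeq2 called 2,332, 6,528 and 5,804 genes, and 1,308, 5,003 and 3,912 genes were called by both tools in the same direction. Some genes with large folds, not always the largest, are given by their identifiers, since the files do not pair them with names. Between 6 and 8 dpa, TRITD1Av1G002230 (chromosome 1A from 4891405 to 4892007) went from 0 in all 3 libraries to 221 ± 238 TPM (SD, n = 3; adjusted p = 1.52e-05 from edgeR), and TRITD6Bv1G046170 (chromosome 6B from 131667478 to 131667818) went from 224 ± 108 to 5.96 ± 2.66 TPM, a log2 fold change of -5.04 (standard error 0.54, adjusted p = 0.00162 from edgeR). Between 8 and 10 dpa, TRITD1Bv1G041340 (chromosome 1B from 114326704 to 114329610) rose from 0.122 ± 0.210 to 41.2 ± 63.2 TPM and TRITD3Bv1G259750 (chromosome 3B from 781209809 to 781210330) fell from 103 ± 44.6 to 0.211 ± 0.366 TPM. Between 10 and 13 dpa, TRITD5Av1G217150 (chromosome 5A from 577693722 to 577695625) rose from 0.132 ± 0.229 to 12.2 ± 6.70 TPM, a log2 fold change of 6.71 that was 6.09 without 10 dpa replicate 1 and 6.11 without 10 dpa replicate 3 and then not a DEG, and TRITD7Av1G236290 (chromosome 7A from 629651787 to 629652149) fell from 308 ± 395 to 2.53 ± 3.86 TPM. The counts moved with single libraries. Between 6 and 8 dpa they were 678 without 6 dpa replicate 2, 720 without 6 dpa replicate 3 and 599 without 8 dpa replicate 2. Between 8 and 10 dpa they were 2,859 and 3,058 without 8 dpa replicates 1 and 3 and 2,193 without 10 dpa replicate 2. Between 10 and 13 dpa they were 874 and 933 without 10 dpa replicates 1 and 3 and 1,126 without 13 dpa replicate 3.

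**Figure D4:**
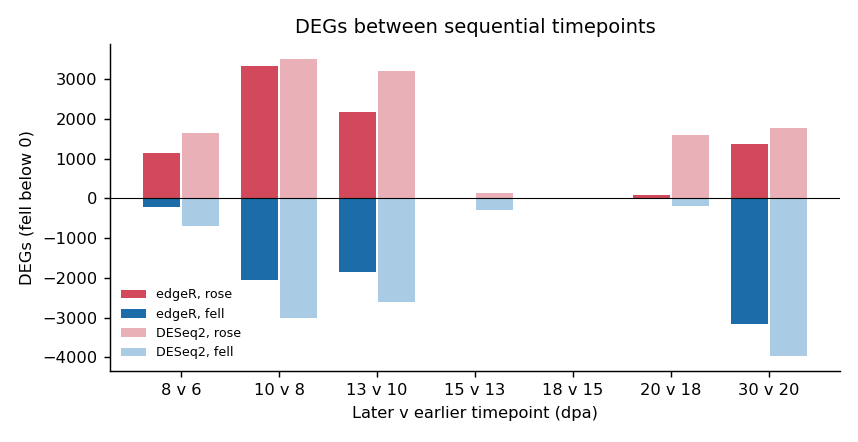
Number of DEGs between each timepoint and the next, split into genes that rose (above 0) and genes that fell (below 0), from edgeR (dark bars) and DESeq2 (light bars). In edgeR the comparison of 8 and 10 dpa holds 3,334 genes that rose and 2,048 that fell.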

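In edgeR, no gene was a DEG between 15 and 18 dpa. There, 2,510 genes had an unadjusted p under 0.05, where chance alone gives 2,212 of 44,240, and DESeq2 called 34 genes, 20 of them over an absolute log2 of 1.5, with 2,844 at an unadjusted p under 0.05. Leaving out 18 dpa replicate 3 gave 2 DEGs in edgeR, and leaving out any other library gave none. Of 100 simulated genes changed 2-fold between these timepoints edgeR called 16, and of 100 changed 4-fold it called 48. In the same simulation edgeR made 1 false call and DESeq2 made 28. Between 13 and 15 dpa 6 genes rose and 22 fell, and DESeq2 called 428. TRITD3Bv1G027230 (chromosome 3B from 71757549 to 71757922) fell from 23.8 ± 22.5 to 0.0757 ± 0.0662 TPM (SD, n = 3), and no fold is given since it had 2 counts in all at 15 dpa. It was not a DEG without 13 dpa replicate 2 or without any 1 library of 15 dpa. The number of DEGs between 13 and 15 dpa was 3, 1 and 299 without replicates 1, 2 and 3 of 13 dpa and 1, 18 and 1 without those of 15 dpa. Without a library of another timepoint it was 18, 18 and 16 without replicates 1, 2 and 3 of 6 dpa, 12 and 5 without replicates 2 and 3 of 8 dpa, 16 and 8 without replicates 2 and 3 of 10 dpa, and 43 and 11 without replicates 1 and 2 of 18 dpa. Between 18 and 20 dpa 92 genes rose and 2 fell, and DESeq2 called 1,785. With no scaling beyond the library totals edgeR called 1 gene, and with the replicate number in the model it also called 1. With only the 6 libraries compared it called 0, with 5,128 at an unadjusted p under 0.05, where chance alone gives 1,835. The TPM of the 92 genes that rose summed to 80.5, 110 and 105 in the libraries of 18 dpa and to 130, 1779 and 2058 in replicates 1, 2 and 3 of 20 dpa. Without replicates 1, 2 and 3 of 20 dpa the number of DEGs was 3,496, 1 and 1, and without those of 18 dpa it was 0, 1 and 4. It was 14, 8 and 13 without replicates 1, 2 and 3 of 6 dpa, 1, 9 and 5 without those of 8 dpa, 14 each without replicates 1 and 3 of 10 dpa, and 13, 1 and 14 without those of 13 dpa. It was 16, 196 and 14 without replicates 1, 2 and 3 of 15 dpa and 6, 411 and 171 without those of 30 dpa.

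**Figure D5:**
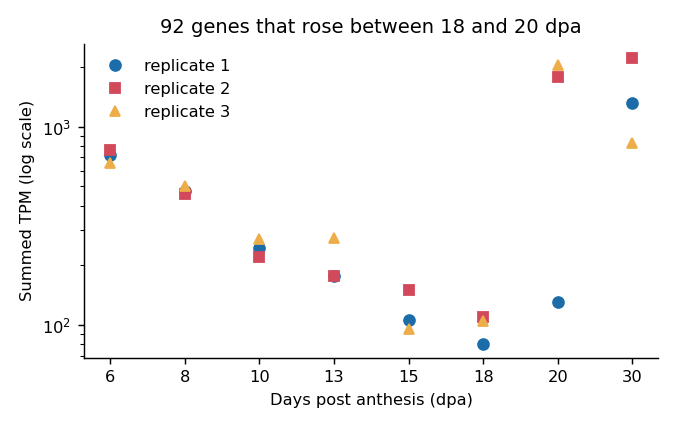
Summed TPM, on a log axis, of the 92 genes that rose between 18 and 20 dpa, in each library at each timepoint in dpa. Points are libraries, 3 per timepoint. At 20 dpa the sums are 130, 1779 and 2058 TPM, and at 18 dpa they lie between 80.5 and 110 TPM.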

Comparing the last two timepoints (20 and 30 dpa) again showed high numbers of DEGs (5,250). These numbers are consistent with the PCA (Fig. 1A) in suggesting that most changes in the endosperm transcriptome happen during the formation of the endosperm rather than during grain filling, with an additional spike in the number of DEGs as maturation and senescence initiates. 

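Between 20 and 30 dpa, 1,363 genes rose and 3,169 fell, and 2,615 of these exceeded an absolute log2 of 1.5. DESeq2 called 5,729. With no scaling beyond the library totals 13,324 genes were DEGs. TRITD5Bv1G234390 (chromosome 5B from 657090827 to 657094376) rose from 0.320 ± 0.202 to 28.0 ± 13.7 TPM (SD, n = 3), a log2 fold change of 6.88 (standard error 0.80, adjusted p = 1.66e-05 from edgeR). TRITD3Bv1G085170 (chromosome 3B from 242264351 to 242264725) fell from 93.8 ± 82.6 to 0.0287 ± 0.0288 TPM, where it had 2 counts in all. These timepoints lie 10 days apart, against 2 or 3 days for the other sequential comparisons. Leaving out 1 library at a time gave 3,045 to 4,847 DEGs.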

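The size of the change between timepoints was also measured over all genes tested, whether or not they were DEGs. The median absolute log2 change between timepoint means was 0.30 from 6 to 8 dpa, 0.42 from 8 to 10 dpa, 0.41 from 10 to 13 dpa, 0.26 from 13 to 15 dpa, 0.23 from 15 to 18 dpa, 0.31 from 18 to 20 dpa and 0.38 from 20 to 30 dpa. The spread of the replicates alone would give a median of at least 0.15 from 8 to 10 dpa and 0.16 from 15 to 18 dpa. These are low estimates, since they rest on the median SD of 3 replicates, which lies below the SD it estimates. The share of genes that were not unchanged, estimated from the p-values of edgeR, was 25.7% from 6 to 8 dpa, 45.5% from 8 to 10 dpa, 45.8% from 10 to 13 dpa, 13% from 13 to 15 dpa, 0.966% from 15 to 18 dpa, 25.6% from 18 to 20 dpa and 35.2% from 20 to 30 dpa. From the numbers of DEGs taken with the PCA, the paper proposes that most changes of the endosperm transcriptome fall in the formation of the endosperm rather than in grain filling, with a further rise as maturation and senescence begin.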

All DEGs (genes which were identified as DE in at least one comparison) were then clustered by their TPM values over endosperm development using *Clust* [24], and 14,102 of the DEGs were found to cluster into nine distinct gene expression patterns (Fig. 2; Supplemental File 4). Those DEGs that did not cluster did not meet the cut-off criteria of *Clust*, either due to not meeting the minimum TPM, minimum cluster size, or due to having an expression pattern that was perceived by *Clust* as being too flat over time. These nine clusters (cluster C0-C8) will be referred to as the ‘global clusters’ hereafter. 

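Of the DEGs, 19,045 reached the minimum used for Clust, a TPM summed over 3 replicates of at least 10 at 1 timepoint. Their highest mean TPM fell at 6 dpa for 6,447 genes, at 8 dpa for 3,946, at 10 dpa for 2,161, at 13 dpa for 4,358, at 15 dpa for 426, at 18 dpa for 301, at 20 dpa for 497 and at 30 dpa for 909. By CPM scaled with TMM, the same genes peaked at 6 dpa in 5,501 cases, at 8 dpa in 2,438, at 10 dpa in 1,728, at 13 dpa in 1,183, at 15 dpa in 1,662, at 18 dpa in 1,794, at 20 dpa in 777 and at 30 dpa in 3,962. Without 13 dpa replicate 3, the number with their highest TPM at 13 dpa was 2,192 and at 15 dpa 1,476. The number at 15 dpa was 249 without 13 dpa replicate 2 and 883 without 15 dpa replicate 1.

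**Figure D6:**
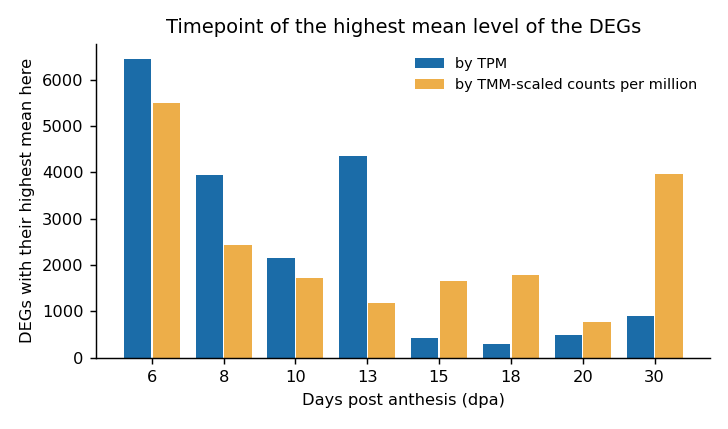
Number of DEGs by the timepoint, in dpa, of their highest mean, by TPM and by TMM-scaled CPM, for 19,045 genes. By TPM 909 genes peaked at 30 dpa and by TMM-scaled counts 3,962.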

Several global clusters represented general up- or down-regulation over endosperm development (C0, C1 and C6). However, the remaining global clusters were more dynamic and may be associated with processes that act during a specific period of development. 

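The lists of C0 and C6 are held here only in part, 1,998 genes of each, and that of C1 in full with 403. Mean z-scores of log2(TPM + 1) were taken over each list, with the SD over its genes. The quartile normalisation that the paper's methods name for Clust was not applied, so these values and the paper's profiles are on different scales. In C1 the mean was -1.23 ± 0.73 at 6 dpa, 0.92 ± 0.35 at 13 dpa and -0.71 ± 0.79 at 30 dpa, and 59.8% of its genes had more TPM at 30 than at 6 dpa. By TMM-scaled counts, 114 of the 403 genes were highest at 18 dpa and 104 at 30 dpa. In C6 it was 1.44 ± 0.24 at 6 dpa, -0.08 ± 0.26 at 13 dpa and -1.10 ± 0.24 at 30 dpa, and none of the 1,998 genes had more TPM at 30 than at 6 dpa. Of the genes listed, 403 in C1 and 1,985 in C6 were DEGs here.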

Most of the genes were grouped into cluster 0 (5477 genes), which follows an increasing pattern similar to the starch accumulation curve (Fig. 1B).

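Over the genes of C0 held here the mean z-score was -1.01 ± 0.65 at 6 dpa, -0.55 ± 0.62 at 8 dpa, 0.13 ± 0.59 at 10 dpa, 0.87 ± 0.45 at 13 dpa, 0.44 ± 0.40 at 15 dpa, 0.29 ± 0.45 at 18 dpa, 0.13 ± 0.62 at 20 dpa and -0.30 ± 0.92 at 30 dpa (SD over genes). The highest mean TPM fell at 13 dpa for 1,116 of the genes and at 30 dpa for 247. By TMM-scaled counts it fell at 13 dpa for 90 and at 30 dpa for 956. More TPM at 30 than at 6 dpa was found for 67.8% of the genes.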

**Fig. 2:**
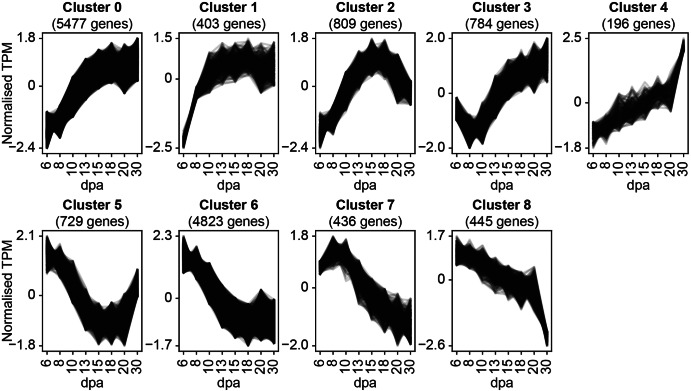
Identification of distinct expression profiles during endosperm development. Out of 29,925 significantly differentially expressed genes (FDR ≤ 0.05 and log_2_ fold change > 1.5), 14,102 clustered into nine distinct expression patterns over endosperm development using *Clust* (tightness value of 5). TPM values were normalised using inbuilt normalisation methods within *Clust*. The number of genes corresponds to the number of genes identified within that cluster. Clustering was performed over endosperm development (days post anthesis (dpa))

### Analysis of gene expression patterns related to starch metabolism

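The starch-related genes of Supplemental File 5, 118 genes in 8 categories beside the 15 AMY1 genes, were taken as the list the study chose by orthology. Together they held 0.159% ± 0.00958 of TPM (SD, n = 3) at 6 dpa, 0.390% ± 0.110 at 8 dpa, 1.02% ± 0.509 at 10 dpa, 1.32% ± 0.136 at 18 dpa and 1.41% ± 0.0903 at 30 dpa. The genes of amylopectin synthesis held 0.0435% ± 0.00217 at 6 dpa, 0.185% ± 0.0804 at 10 dpa and 0.110% ± 0.00648 at 30 dpa. The timepoint at which a gene was highest depended on the unit and on single libraries. Of 103 genes with a mean of 1 TPM or more, which are the starch-related and AMY1 genes and the qRT-PCR reference ATG8d-B1, 47 had their highest mean at the same timepoint by TMM-scaled counts as by TPM, 81 with the homeologs summed, and 50 whichever library was left out.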

We analysed the expression patterns of known genes related to starch metabolism, as an example of how a specific process can be studied using our dataset. These genes were subcategorised by their role in starch metabolism: ADP-glucose metabolism, amylopectin synthesis, amylose synthesis, starch phosphorylation, starch degradation, maltooligosaccharide (MOS) metabolism, plastidial sugar transporters and starch granule initiation (Supplemental File 5). Starting from all detected genes (including those that were removed for the DEG/clustering analysis above), we applied a minimum expression filter to remove genes that had very low expression, keeping only those that had an average expression (among the three replicates) of ≥ 1 TPM for at least one timepoint (Supplemental File 5). 

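A mean of at least 1 TPM at 1 timepoint was reached by 99 of the 118 genes, 91 of them in the 7 categories of Fig. 3 and 8 among the granule initiation genes. All 23 genes of ADP-glucose metabolism, all 5 of amylose synthesis and all 8 of the plastidial sugar transporters were above the limit. It was also reached by 27 of 29 genes of amylopectin synthesis, 8 of 9 of MOS metabolism, 7 of 11 of reversible phosphorylation and 13 of 24 of starch degradation.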

Expression patterns for genes within each category were visualised through heatmaps, and hierarchal clustering (HC) was performed to identify genes with similar expression levels and patterns (Fig. 3). Almost all starch-related genes that remained after the minimum expression filter had been applied also met the criteria of being a DEG, indicating that they have (to some degree) dynamic expression patterns over development. 

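Of the 99 expressed genes, 95 were DEGs in at least 1 of the 28 comparisons, and 59 were over an absolute log2 of 1.5. BT1.3-A1, GPT2-A1, GPT2-B1 and MFP1.2-B1 were not. An F test over all timepoints called 86 of the 99 (87 when adjusted over the list alone). Between 6 and 10 dpa 63 of the 117 genes tested rose and 9 fell (66 and 12 when adjusted over the list alone). As a set they rose more than other genes, with a median log2 fold change of 0.85 against 0 over all genes (camera of limma with a preset correlation of 0.01, adjusted p = 3.76e-10). With the correlation between the genes estimated from the data this test did not pass (adjusted p = 0.448 from camera of limma). In ADP-glucose metabolism 14 of 23 rose and 1 fell (adjusted p = 8.83e-08 from camera of limma), in amylopectin synthesis 21 of 29 rose and 2 fell (adjusted p = 2.42e-09), and in amylose synthesis all 5 rose (adjusted p = 0.00076), but with the estimated correlation none of these 3 passed (adjusted p = 0.448 each). In starch degradation 7 rose and 5 fell (adjusted p = 0.189 from camera of limma, and 0.0237 without scaling). Between 10 and 20 dpa 39 genes rose and 9 fell (adjusted p = 0.0148 from camera of limma, and 0.687 with the estimated correlation), but with no scaling beyond the library totals 16 rose and 50 fell (adjusted p = 0.261). Amylopectin synthesis, with 9 up and none down (2 up and 10 down without scaling), had an adjusted p of 0.00359 from camera of limma, but 0.687 with the estimated correlation and 0.0665 without scaling. Starch degradation, with 13 up and 3 down (8 up and 5 down without scaling), had 0.0217 from camera of limma, but 0.448 with the estimated correlation. Between 20 and 30 dpa 4 genes rose and 6 fell, and without scaling 2 rose and 55 fell.

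**Figure D7:**
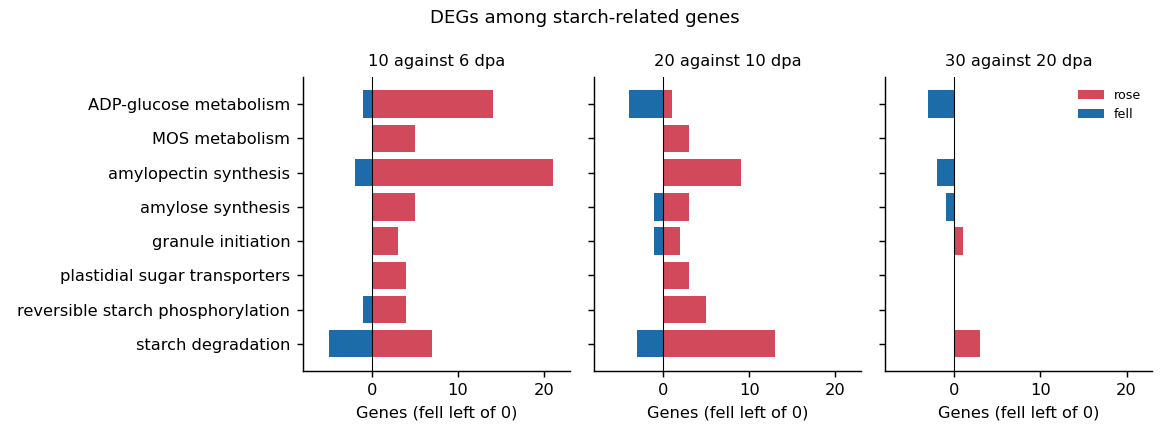
Number of starch-related genes that rose (right of 0) and fell (left of 0) in each category between 6 and 10 dpa, 10 and 20 dpa, and 20 and 30 dpa, from edgeR with TMM scaling. In amylopectin synthesis 21 genes rose between 6 and 10 dpa and 9 between 10 and 20 dpa.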

The implications of this dataset on each category is discussed below.

We also checked the expression pattern of selected starch metabolism genes using qRT-PCR, which showed that the patterns were consistent with our RNAseq results (Supplemental Fig. 1). We chose genes from different categories as specified above, including ones which were previously used for qRT-PCR validation of RNA-seq data exploring starch metabolism in hexaploid wheat [22]. 

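BAM5.3-A1 encodes a β-amylase (TRITD5Av1G257530, chromosome 5A from 666168210 to 666171829) and BGC1-A1 a protein of granule initiation (TRITD4Av1G198830, chromosome 4A from 583267850 to 583274766). BAM5.3-A1 was at 0.243 ± 0.315 TPM (SD, n = 3) at 6 dpa, 59.9 ± 50.7 at 8 dpa, 1088 ± 828 at 10 dpa, 3769 ± 186 at 20 dpa and 4539.7 ± 243 TPM at 30 dpa. Its log2 fold change was 12.01 (adjusted p = 3.65e-07 from edgeR) between 6 and 10 dpa and 0.69 (standard error 0.76, adjusted p = 0.642 from edgeR) between 20 and 30 dpa, so the last difference did not pass the test. BGC1-A1 was at 2.52 ± 0.902 TPM at 6 dpa, 3.28 ± 0.592 at 10 dpa, 11.5 ± 0.165 at 20 dpa and 14.0 ± 1.24 TPM at 30 dpa. Between 20 and 30 dpa it rose by a log2 of 0.72 (standard error 0.20, adjusted p = 0.0234 from edgeR). This call rests on single libraries and on the scale. The change was 0.66 without 20 dpa replicate 2, 0.75 without 20 dpa replicate 3 and 0.63 without 30 dpa replicate 3, none of them a DEG, and 0.12 (adjusted p = 0.749 from edgeR) with no scaling beyond the library totals. The qRT-PCR reference ATG8d-B1 (TRITD2Bv1G094560, chromosome 2B from 252999144 to 253001352), which encodes a protein of autophagy, went from 441 ± 62.9 to 181 ± 20.4 TPM between 6 and 30 dpa. Relative to the other genes its log2 fold change over this span was 0.47 (standard error 0.12, adjusted p = 0.00232 from edgeR), under the fold threshold, and with no scaling it was -1.28.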

Our data is overall also consistent with the RNA-seq data of hexaploid wheat [22], except for BAM5.3-A1 and BGC1-A1 which show an increase then decrease in expression in hexaploid wheat, whereas our dataset shows consistent increase in expression towards 30 dpa in both the qRT-PCR and RNA-seq. This could be due to biological differences between durum wheat and bread wheat, differences in growth conditions between the two studies, and/or technical factors (such as differences in sequencing depth).

**Fig. 3:**
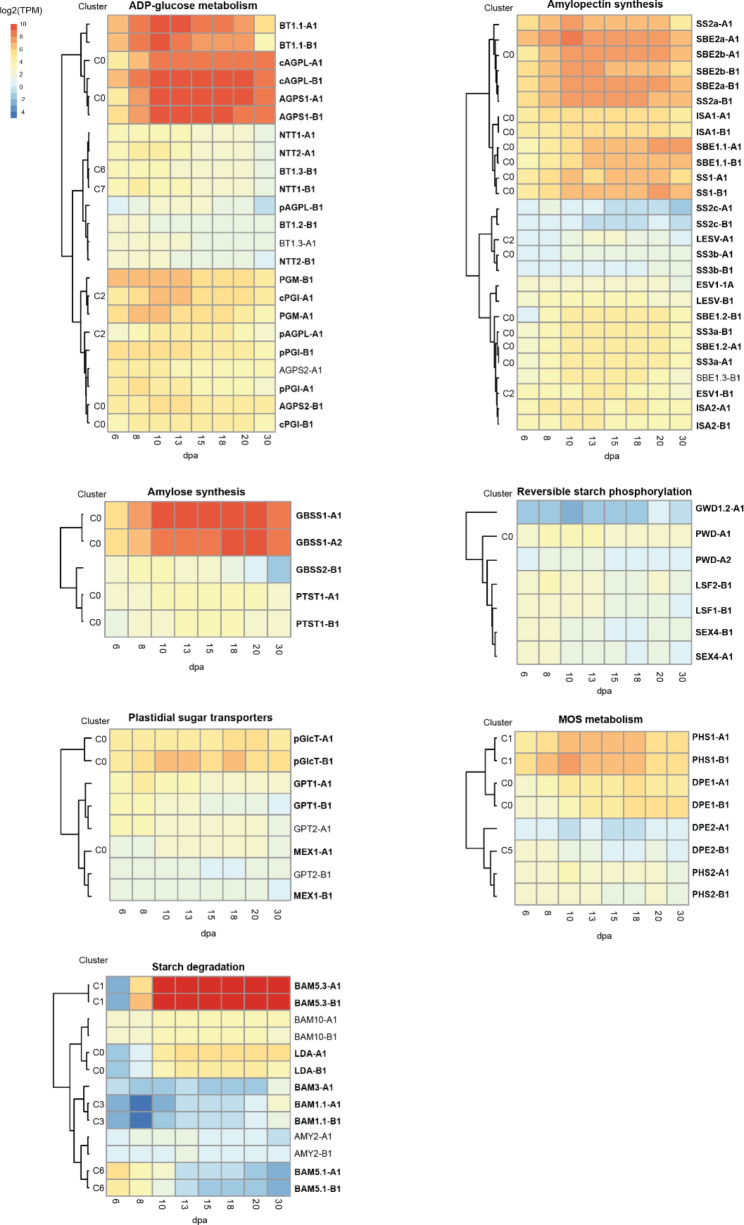
Expression patterns of genes involved in starch metabolism. Average expression over endosperm development and hierarchal clustering of genes within seven categories related to starch metabolism. A total of 91 genes were visualised after filtering out genes with low expression (keeping only genes with average expression of ≥ 1 TPM for at least one timepoint). Average log_2_ TPM expression values (n = 3) were used to illustrate expression, with the same scale used for all categories. Genes in bold were identified as DEGs, and those that were grouped into a global cluster in Fig. 2 are annotated with their cluster number (C0-C8). Details of all starch metabolism genes, including average TPM values, can be found in Supplemental File 5. TPM = transcripts per million, dpa = days post anthesis

#### ADP-glucose metabolism

ADP-glucose is the substrate for starch synthesis as it serves as the glucosyl donor for starch synthase-mediated polymer extension. In cereal endosperm, the final step in the conversion of imported sucrose to ADP-glucose takes place in the cytosol and is catalysed by ADP-Glucose Pyrophosphorylase (AGPase) [25, 26]. The ADP-glucose is subsequently imported into the amyloplast by the Brittle1 (BT1) transporter [27]. AGPase is a multimeric enzyme consisting of small (AGPS) and large (AGPL) subunits. AGPS1, which gives rise to the cytosolic small subunit [25, 28], and cAGPL encoding the cytosolic large subunit, are the major subunits expressed in the endosperm – and their expression patterns clustered together with BT1.1. 

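AGPS1 and cAGPL encode the cytosolic subunits of the enzyme that makes ADP-glucose, and BT1.1 the transporter that takes ADP-glucose into the amyloplast. AGPS1-A1 (TRITD7Av1G131980, chromosome 7A from 339999400 to 340007286) was at 31.7 ± 11.0 TPM (SD, n = 3) at 6 dpa, 726 ± 298 at 10 dpa, 799 ± 313 at 13 dpa and 364 ± 9.51 TPM at 30 dpa. Its log2 fold change between 6 and 10 dpa was 4.56 (standard error 0.47, adjusted p = 4.93e-07 from edgeR). cAGPL-A1 (TRITD1Av1G222050, chromosome 1A from 568598200 to 568601533) went from 16.2 ± 2.06 at 6 dpa to 330.2 ± 164 at 10 dpa and 409 ± 24.4 TPM at 30 dpa, and cAGPL-B1 (TRITD1Bv1G219480, chromosome 1B from 659062231 to 659065515) was highest at 10 dpa with 877 ± 441 TPM. BT1.1-B1 (TRITD6Bv1G086030, chromosome 6B from 261476391 to 261477863) rose by a log2 of 2.38 (standard error 0.48, adjusted p = 0.000737 from edgeR) between 6 and 10 dpa, from 105 ± 34.3 to 525 ± 227 TPM. It then fell by 3.05 on the log2 scale between 20 and 30 dpa (adjusted p = 0.000481 from edgeR), to 11.9 ± 5.21 TPM, while AGPS1-A1 was not a DEG (adjusted p = 0.909). Hierarchical clustering of mean log2 TPM put the 6 homeologs of AGPS1, cAGPL and BT1.1 together, apart from the other 17 genes of the category, when the tree was divided into 2, 3 or 4 groups. When it was divided into 5, BT1.1 stood apart from AGPS1 and cAGPL. The homeologs of these genes changed their balance. The log2 ratio of cAGPL-A1 to cAGPL-B1 was -2.51 ± 0.12 at 6 dpa and -0.18 ± 0.20 at 30 dpa (adjusted p = 4.42e-12 from limma), and that of BT1.1-A1 to BT1.1-B1 was -0.36 ± 0.35 and 1.73 ± 0.03 (adjusted p = 1.24e-09).

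**Figure D8:**
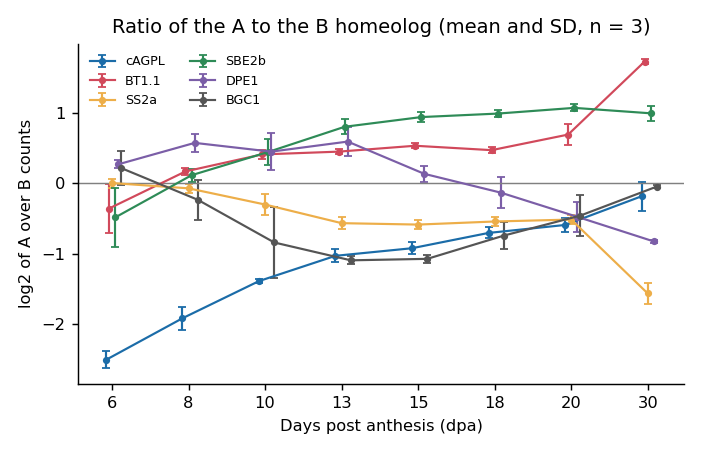
Log2 ratio of the counts of the A to the B homeolog of cAGPL, BT1.1, SS2a, SBE2b, DPE1 and BGC1 at each timepoint in dpa, as mean ± SD of 3 replicates. The ratio for cAGPL goes from -2.51 at 6 dpa to -0.18 at 30 dpa, and that for BT1.1 from -0.36 to 1.73.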

The co-expression of these genes is consistent with these components working together to synthesise and import ADP-glucose into the plastid. The genes encoding plastidial AGPase subunits (AGPS2 and pAGPL) were only lowly expressed (relative to AGPS1 and cAGPL) – suggesting that they do not play a major role in the endosperm. Similarly, other BT1 homologs (BT1.2 and BT1.3), as well as nucleoside triphosphate transporters (NTTs), had low expression compared to BT1.1. 

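AGPS2 and pAGPL encode the small and large subunits of the plastidial enzyme. Summed over homeologs, AGPS2 was at 55.8 ± 13.2 TPM (SD, n = 3) and AGPS1 at 1493 ± 581 TPM at 10 dpa. At 6 dpa the sums were 43.3 ± 8.59 and 91.0 ± 27.1 TPM. AGPS1 exceeded AGPS2 in 24 of 24 libraries, with a mean log2 ratio of 4.20 (sign-flip permutation test, two-sided, adjusted p = 1.1e-05 over 20 such comparisons, the smallest that the permutations can give). cAGPL exceeded pAGPL in all of them by a mean log2 of 5.22, with the same p. The sign-flip tests here and below take the 24 libraries as independent, though they are replicates of 8 timepoints. Their p-values may therefore be too small. pAGPL-A1 (TRITD5Av1G230810, chromosome 5A from 607854680 to 607858921) also rose between 6 and 10 dpa, by a log2 of 2.39 (standard error 0.23, adjusted p = 2.79e-07 from edgeR), to 24.8 ± 6.58 TPM. AGPS2-B1 (TRITD5Bv1G109080, chromosome 5B from 320905736 to 320909508) rose by 1.00 (standard error 0.16, adjusted p = 7.02e-05 from edgeR), and AGPS2-A1 had an adjusted p of 0.724.

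**Figure D9:**
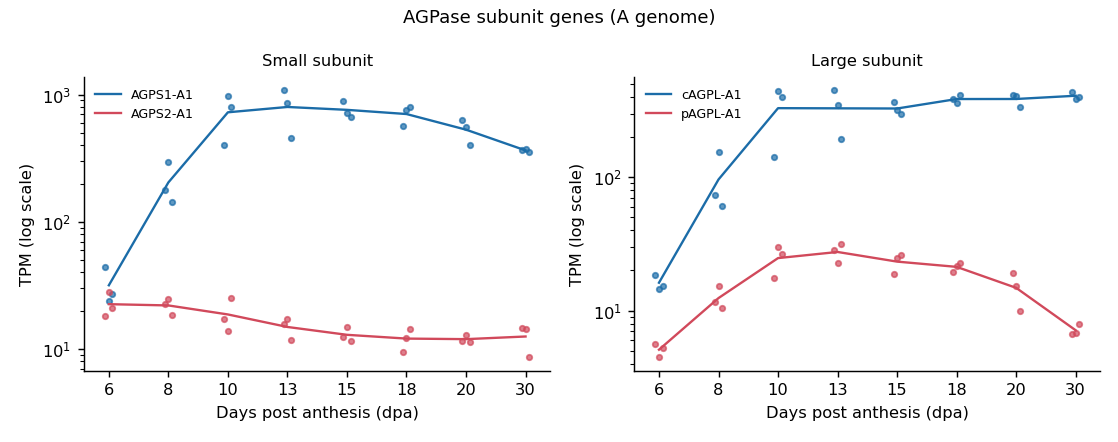
TPM of AGPS1-A1, AGPS2-A1, cAGPL-A1 and pAGPL-A1, on a log axis, at each timepoint in dpa. Points are libraries and lines join the means of 3 replicates. AGPS1-A1 goes from 31.7 TPM at 6 dpa to 799 TPM at 13 dpa, and pAGPL-A1 reaches 27.5 TPM.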

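BT1.2 and BT1.3 are paralogs of the ADP-glucose transporter, and NTT1 and NTT2 carry ATP into the plastid. At 10 dpa the summed homeologs of BT1.1 were at 1211 ± 510.1 TPM (SD, n = 3), against 3.11 ± 0.5001 TPM for BT1.2-B1, 16.1 ± 1.03 TPM for BT1.3, 27.1 ± 8.72 TPM for NTT1 and 22.1 ± 3.84 TPM for NTT2. The mean log2 ratio of BT1.1 to BT1.2, BT1.3, NTT1 and NTT2 was 6.77, 5.09, 4.71 and 4.97, and BT1.1 was the higher in 24 of 24 libraries each time. NTT1-B1 (TRITD3Bv1G136520, chromosome 3B from 425060123 to 425063970) had its highest mean at 8 dpa, 16.4 ± 2.84 TPM, and between 10 and 20 dpa its log2 fold change was -0.88 (standard error 0.23, adjusted p = 0.00508 from edgeR).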

The import of ATP into plastids through the NTTs is important for plastidial ADP-glucose synthesis in potato tubers [29] and Arabidopsis guard cells [30], and their low expression in the durum wheat endosperm may reflect the cytosolic synthesis of ADP-glucose in this tissue.

We also observed that durum wheat has only one set of homeologous phosphoglucomutase (PGM) genes, similar to what was shown for hexaploid wheat [22]. Both homeologs were expressed in the endosperm, most strongly during early grain development. 

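PGM interconverts glucose 1-phosphate and glucose 6-phosphate. PGM-A1 (TRITD4Av1G192620, chromosome 4A from 572068076 to 572075039) had 44.6 ± 0.975 TPM (SD, n = 3) at 6 dpa, 64.9 ± 12.7 at 8 dpa, 68.2 ± 24.2 at 10 dpa, 29.1 ± 6.25 at 20 dpa and 15.1 ± 3.04 TPM at 30 dpa. PGM-B1 (TRITD4Bv1G013910, chromosome 4B from 33096309 to 33109561) had 74.8 ± 4.34, 109 ± 19.9, 120.1 ± 44.4, 49.1 ± 10.5 and 26.4 ± 2.87 TPM. By TMM-scaled counts, as by TPM, the highest mean of both homeologs fell at 10 dpa. With TMM scaling neither homeolog was a DEG between 6 and 30 dpa, a comparison that leaves out the maximum at 10 dpa. The log2 fold change was -0.28 (standard error 0.31, adjusted p = 0.439 from edgeR) for PGM-A1 and -0.22 (standard error 0.31, adjusted p = 0.557 from edgeR) for PGM-B1, and with no scaling beyond the library totals it was -2.01 and -1.95. Between 6 and 10 dpa the change was 0.72 (standard error 0.31, adjusted p = 0.0728 from edgeR) and 0.78 (standard error 0.32, adjusted p = 0.0581 from edgeR), short of a DEG. PGM-A1 became a DEG without 10 dpa replicate 1 (0.95) and without 13 dpa replicate 3 (0.72), and PGM-B1 without 6 dpa replicate 1 (1.01), 10 dpa replicate 1 (1.02) and 13 dpa replicate 3 (0.78). The ratio of PGM-A1 to PGM-B1 did not change over time (adjusted p = 0.852 from limma), with a log2 of -0.73 ± 0.11 at 6 dpa.

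**Figure D10:**
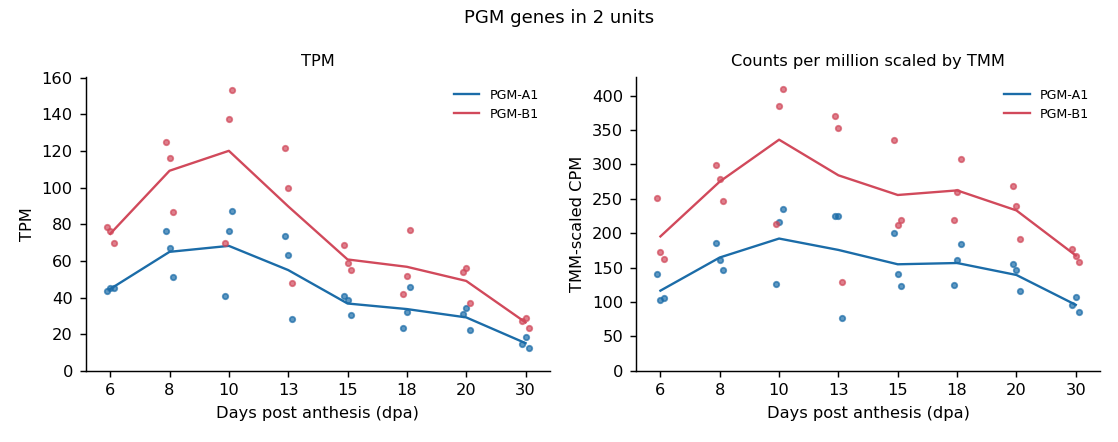
TPM of PGM-A1 and PGM-B1 and their TMM-scaled CPM at each timepoint in dpa. Each point is a library and lines join the means. In TPM, PGM-B1 goes from 120 at 10 dpa to 26.4 at 30 dpa.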

We ran a phylogenetic tree analysis to better understand the origin of wheat PGM. Closely related barley also had a single PGM gene, which together with the wheat PGMs grouped into the same clade as the cytosolic PGMs of Arabidopsis (PGM2 and PGM3), rather than the clade with the plastidial PGM1 (Supplemental Fig. 2). However, both wheat PGM homeologs and most cereal PGM sequences within the PGM2/PGM3 clade were predicted to be plastid localised by TargetP [31]. In the developing bread wheat endosperm, there is measurable PGM activity in both the cytosol and amyloplasts [32], but bread wheat PGM localised to the cytosol of wheat protoplasts [22], and it remains to be determined how a single PGM paralog can give rise to both plastidial and cytosolic activities.

#### Amylopectin synthesis

Amylopectin is the primary constituent of starch and is a highly branched polymer with ⍺-1,4-linked glucose chains and frequent ⍺-1,6-linked branches. Its synthesis requires coordinated action of Starch Synthases (SS) that elongate the polymer chains, Starch Branching Enzymes (SBE) that introduce the branch points, and Debranching enzymes (primarily Isoamylases - ISA) that ensure correct branch pattern formation [33]. Most DEGs within this category that were assigned to a global cluster appeared in C0. 

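All 27 expressed genes of amylopectin synthesis were DEGs, and 22 of them exceeded an absolute log2 of 1.5. In the lists of the global clusters held here, which include 1,998 genes of C0 and all genes of C2 and C3, 8 of the category appear. SBE2b-A1, SS3a-A1, SS3a-B1 and SS3b-A1 were in C0, ESV1-B1, LESV-A1 and SBE2a-B1 in C2 and SS2b-A1 in C3. SS3a-A1 (TRITD1Av1G036690, chromosome 1A from 81969602 to 81983820), a starch synthase of C0, had 4.78 ± 0.178 TPM (SD, n = 3) at 6 dpa, 25.3 ± 2.88 at 18 dpa and 13.1 ± 1.90 TPM at 30 dpa.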

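SS2a elongates amylopectin chains, and SBE2a and SBE2b introduce branch points. SS2a-B1 (TRITD7Bv1G038900, chromosome 7B from 107291251 to 107297817) had 40.4 ± 1.72 TPM (SD, n = 3) at 6 dpa, 203 ± 102 at 10 dpa, 114 ± 28.6 at 20 dpa and 71.2 ± 14.4 TPM at 30 dpa. SBE2a-A1 (TRITD2Av1G178500, chromosome 2A from 498801189 to 498812928) went from 71.7 ± 3.11 to 296 ± 99.5, 184 ± 25.7 and 102 ± 6.87 TPM at these timepoints, and SBE2b-A1 (TRITD2Av1G189770, chromosome 2A from 527773812 to 527795107) from 22.1 ± 7.54 to 222 ± 115, 184 ± 25.2 and 111 ± 7.46 TPM. All 3 rose between 6 and 10 dpa, SS2a-B1 by a log2 of 2.41 (standard error 0.41, adjusted p = 0.000127 from edgeR), SBE2a-A1 by 2.16 (standard error 0.30, adjusted p = 1.48e-05 from edgeR) and SBE2b-A1 by 3.36 (standard error 0.45, adjusted p = 1.17e-05 from edgeR). Between 10 and 20 dpa none of them was a DEG, with adjusted p = 0.923, 0.842 and 0.356 from edgeR. Leaving out the TMM factors lowers all genes over this span by about the same log2, 0.77, and with this common shift SBE2a-A1 went from a log2 of 0.08 to -0.67 and SBE2b-A1 from 0.51 to -0.22, so the direction of these 2 genes depends on the scale. By TPM the highest mean of the 3 genes fell at 10 dpa, and by TMM-scaled counts at 18 dpa. Divided into 4 groups, the clustering tree of the category held the 6 homeologs of SS2a, SBE2a and SBE2b in a group of their own. Between the homeologs of SS2a the log2 ratio of A to B went from 0.00 ± 0.06 at 6 dpa to -1.56 ± 0.14 at 30 dpa (adjusted p = 2.22e-10 from limma).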

Under HC, genes with relatively high expression clustered together – where one branch contained homeologs of SS2a and of the two SBE2 paralogs (SBE2a and SBE2b), which peak at 10 dpa and remain highly expressed until 20 dpa. Their co-expression is interesting because in wheat and maize, these two proteins form a multienzyme complex [34, 35]. The other branch was formed by SS1, SBE1.1 and ISA1 homeologs. 

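The group held the 6 homeologs of SS1, a starch synthase, SBE1.1, a branching enzyme, and ISA1, a debranching enzyme. SS1-B1 (TRITD7Bv1G005840, chromosome 7B from 15472915 to 15482219) went from 21.5 ± 3.99 at 6 dpa to 137 ± 7.74 TPM (SD, n = 3) at 20 dpa. It rose between 10 and 20 dpa by a log2 of 1.15 (standard error 0.35, adjusted p = 0.0154 from edgeR), which was 0.83 and no longer a DEG without 10 dpa replicate 1. SS1-A1 rose by 1.83 (standard error 0.33, adjusted p = 0.000245 from edgeR) between 6 and 10 dpa. ISA1-A1 (TRITD7Av1G095990, chromosome 7A from 232694903 to 232702828) was at 17.2 ± 2.12 TPM at 6 dpa, 55.3 ± 24.4 at 10 dpa, 47.8 ± 3.15 at 20 dpa and 30.4 ± 3.33 TPM at 30 dpa.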

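SBE1.1-A1 (TRITD7Av1G275430, chromosome 7A from 715567745 to 715597915) increased in mean TPM at each timepoint, from 12.4 ± 0.742 TPM (SD, n = 3) at 6 dpa to 42.0 ± 22.8 at 10 dpa, 143 ± 18.6 at 20 dpa and 215 ± 8.17 TPM at 30 dpa. Its gene model spans that of SBE1.2-A1, so reads of these 2 genes may be divided between them. SBE1.1-B1 (TRITD7Bv1G229250, chromosome 7B from 706920175 to 706925374) went from 43.0 ± 20.3 at 10 dpa to 109 ± 14.6 at 20 dpa and 124 ± 3.45 TPM at 30 dpa. From 10 to 20 dpa SBE1.1-A1 rose by a log2 of 2.54 (standard error 0.37, adjusted p = 4.13e-05 from edgeR) and SBE1.1-B1 by 2.11 (standard error 0.32, adjusted p = 5.44e-05 from edgeR). Between 20 and 30 dpa SBE1.1-B1 had a log2 fold change of 0.61 (standard error 0.31, adjusted p = 0.23 from edgeR), which did not pass the test. In the library means of every timepoint up to 20 dpa SBE2a-A1 exceeded SBE1.1-A1, and at 30 dpa SBE1.1-A1 was the higher.

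**Figure D11:**
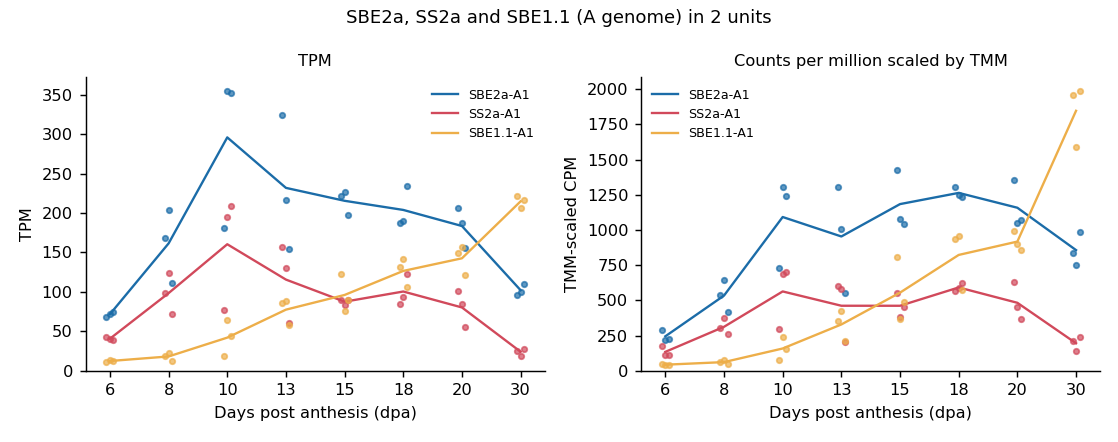
TPM and TMM-scaled CPM of SBE2a-A1, SS2a-A1 and SBE1.1-A1 at each timepoint in dpa. Points are libraries and lines join the means of 3 replicates. In TPM, SBE2a-A1 is highest at 10 dpa with 296 and SBE1.1-A1 at 30 dpa with 215.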

SBE1.1 expression levels peaked later than SBE2 (at 20–30 dpa). This is consistent with previous observations in bread wheat endosperm, where SBE2 protein was already visible at 13 dpa and remained present at a similar abundance until 34 dpa, whereas SBE1 was only detectable from 18 dpa and increased in relative abundance towards later grain development [36]. 

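ISA2 is a partner isoform of the debranching enzyme ISA1. ISA2-A1 (TRITD1Av1G159000, chromosome 1A from 430440720 to 430443101) was at 12.2 ± 0.978 TPM (SD, n = 3) at 6 dpa, 23.8 ± 8.02 at 10 dpa and 8.97 ± 1.08 TPM at 30 dpa, and ISA2-B1 (TRITD1Bv1G144610, chromosome 1B from 446576561 to 446581917) at 8.74 ± 1.12, 20.8 ± 7.29 and 8.52 ± 0.562 TPM. ISA2-A1 rose between 6 and 10 dpa by a log2 of 1.07 (standard error 0.26, adjusted p = 0.00351 from edgeR) and ISA2-B1 by 1.35 (standard error 0.26, adjusted p = 0.000477 from edgeR), while ISA1-B1 (TRITD7Bv1G064650, chromosome 7B from 185385377 to 185392955) rose by 1.50 (standard error 0.24, adjusted p = 7.3e-05 from edgeR). When the tree of the category was divided into 2 groups, ISA1 fell among the 12 genes of the group with higher TPM and ISA2 among the other 15. None of the 4 genes is in the lists of the global clusters held here.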

Interestingly, ISA1 and ISA2 did not cluster together under global clustering or HC. In Arabidopsis leaves, ISA1 and ISA2 act exclusively in a heteromeric form [37], but in rice and maize endosperm, the major ISA activity is contributed by ISA1 homomers [38, 39]. The distinct expression patterns between ISA1 and ISA2 may reflect a similar mechanism in durum wheat endosperm. 

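SS2b and SS2c are paralogs of the starch synthase SS2a, and SBE1.2 and SBE1.3 of the branching enzyme SBE1.1. SS2b-A1 stayed under 1 TPM at all timepoints, with 0.244 ± 0.0824 TPM (SD, n = 3) at 10 dpa, and SS2c-A1 (TRITD1Av1G080190, chromosome 1A from 216499797 to 216511561) was highest at 8 dpa with 2.04 ± 0.447 TPM. SBE1.2-A1 (TRITD7Av1G275440, chromosome 7A from 715576446 to 715589295) had its highest mean of 27.7 ± 4.97 TPM at 18 dpa and SBE1.3-B1 (TRITD7Bv1G229280, chromosome 7B from 706994302 to 707000075) of 23.3 ± 6.01 TPM at 10 dpa. Summed over homeologs, SS2a exceeded SS2b by a mean log2 of 7.91 and SS2c by 6.37, and SBE1.1 exceeded SBE1.2 by 2.08 and SBE1.3 by 3.17, each in 24 of 24 libraries (sign-flip permutation test, adjusted p = 1.1e-05, the smallest that the permutations can give).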

The paralogs of SS2 (SS2b and SS2c) and BE1 (BE1.2 and BE1.3) were detectable but were not as highly expressed as SS2a and BE1.1 in the endosperm. 

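SS3a and SS3b are further starch synthases that elongate amylopectin chains. At 18 dpa the summed homeologs of SS3a were at 55.1 ± 7.66 TPM (SD, n = 3) and those of SS3b at 4.49 ± 0.652 TPM, against 199 ± 17.5 TPM for SS1 and 246 ± 42.9 TPM for SS2a. In 24 of 24 libraries SS3a was above SS3b, with a mean log2 ratio of 3.12, and below SS1 and SS2a, which exceeded it by a mean log2 of 1.92 and 2.35 in TPM. In CPM, which is not divided by transcript length, SS1 exceeded SS3a in 23 libraries, by a mean log2 of 0.48. From 6 to 10 dpa SS3a-A1 rose by a log2 of 2.25 (standard error 0.34, adjusted p = 4.08e-05 from edgeR), and between 10 and 20 dpa SS3b-A1 (TRITD2Av1G261450, chromosome 2A from 706781274 to 706789139) rose by 1.27 (standard error 0.16, adjusted p = 9.27e-06 from edgeR).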

SS3a had higher expression levels than SS3b, but they both had relatively low expression levels compared with SS1 and SS2a.

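ESV1-B1 (TRITD4Bv1G186730, chromosome 4B from 623765765 to 623770462) had its highest mean at 13 dpa, 24.2 ± 7.94 TPM (SD, n = 3), against 10.9 ± 0.774 at 6 dpa, 20.4 ± 4.00 at 15 dpa and 6.45 ± 1.54 TPM at 30 dpa. LESV-A1 (TRITD4Av1G102260, chromosome 4A from 297406140 to 297409185) was also highest at 13 dpa, with 4.99 ± 1.63 TPM, against 1.08 ± 0.311 at 6 dpa, 4.03 ± 0.656 at 15 dpa and 1.04 ± 0.277 TPM at 30 dpa. Between 6 and 15 dpa ESV1-B1 rose by a log2 of 1.57 (standard error 0.28, adjusted p = 7.31e-05 from edgeR) and LESV-A1 by 2.54 (standard error 0.31, adjusted p = 7.96e-07 from edgeR). LESV-A1 was lower at 30 than at 13 dpa by a log2 fold change of -1.15 (standard error 0.29, adjusted p = 0.00538 from edgeR). Neither differed between 13 and 15 dpa, at adjusted p = 0.869 and 0.918 from edgeR. By TMM-scaled counts the highest mean of both fell at 15 dpa.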

Homeologs of Early Starvation1 (ESV1) and Like Early Starvation (LESV), ESV1-B and LESV-A, were unique within this category in that they clustered in C2, peaking in expression during mid-grain development (13–15 dpa). ESV1 and LESV were discovered in Arabidopsis and are hypothesised to organise amylopectin within the starch granule [40]. 

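In the same libraries the other homeologs, ESV1-A1 (TRITD5Av1G240490, chromosome 5A from 625433922 to 625438443) and LESV-B1 (TRITD4Bv1G087000, chromosome 4B from 290021633 to 290024736), were highest at 13 and 10 dpa, with 7.93 ± 1.01 TPM (SD, n = 3) and 13.5 ± 5.44 TPM. At 13 dpa the summed homeologs of ESV1 were at 32.2 ± 8.93 TPM and those of LESV at 17.1 ± 1.15 TPM. Those of SBE2a were at 427 ± 159 TPM, those of SBE2b at 339.8 ± 148 TPM and those of ISA1 at 96.0 ± 18.8 TPM.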

Their expression levels in the durum wheat endosperm were relatively weak compared to the core amylopectin biosynthesis enzymes. However, the recent implication of ESV1 in starch synthesis in the rice endosperm warrants further investigation of these genes in wheat [41].

#### Amylose synthesis

Amylose is the minor polymer of starch and consists of α-1,4-linked linear chains with very few branches, and is synthesised by a specialised SS isoform, the Granule Bound Starch Synthase (GBSS) [42]. Wheat starch contains approx. 25–29% amylose [43]. All cereals have two isoforms of GBSS – GBSS1 which is mainly expressed in the endosperm and pollen grains, and GBSS2 which is expressed in vegetative organs and the pericarp [44]. 

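GBSS1 makes amylose and has a copy on each of 2 chromosomes here, GBSS1-A1 (TRITD7Av1G018110, chromosome 7A from 32920743 to 32923776) and GBSS1-A2 (TRITD4Av1G243640, chromosome 4A from 683742118 to 683744921). GBSS1-A1 was at 51.8 ± 8.03 TPM (SD, n = 3) at 6 dpa, 339.8 ± 258 at 10 dpa, 607 ± 49.1 at 18 dpa, 601 ± 122 at 20 dpa and 348 ± 48.5 TPM at 30 dpa. GBSS1-A2 was at 53.3 ± 14.1, 518 ± 339, 685 ± 25.5, 651 ± 144 and 487 ± 37.6 TPM. Between 6 and 10 dpa the log2 fold change was 2.79 (standard error 0.51, adjusted p = 0.00026 from edgeR) for GBSS1-A1 and 3.34 (standard error 0.50, adjusted p = 3.74e-05 from edgeR) for GBSS1-A2. Between 10 and 20 dpa GBSS1-A1 rose by 1.60 (standard error 0.48, adjusted p = 0.0137 from edgeR), but with no scaling it was at 0.90 and did not pass (adjusted p = 0.0515 from edgeR). GBSS1-A2 was not a DEG over this span, at 1.11 (standard error 0.46, adjusted p = 0.0656 from edgeR). Neither copy differed between 20 and 30 dpa (adjusted p = 0.708 and 1 from edgeR).

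**Figure D12:**
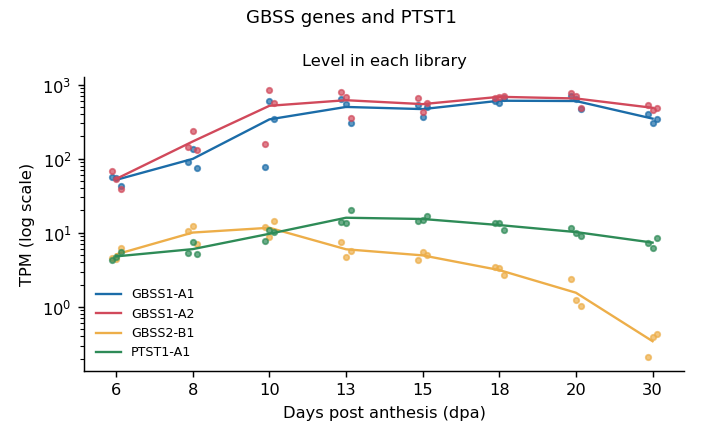
TPM of GBSS1-A1, GBSS1-A2, GBSS2-B1 and PTST1-A1, on a log axis, at each timepoint in dpa. Points are libraries and lines join the means of 3 replicates. The copies of GBSS1 reach 607 and 685 TPM at 18 dpa and GBSS2-B1 is at most 11.7 TPM.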

In our dataset, we only observed strong expression for GBSS1, which clustered into C0, plateauing in expression towards 18–20 dpa. 

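GBSS2-B1 (TRITD2Bv1G184590, chromosome 2B from 545766407 to 545768972), the only gene of the pericarp isoform listed, was at 5.11 ± 0.965 TPM (SD, n = 3) at 6 dpa, 10.1 ± 2.70 at 8 dpa, 11.7 ± 2.92 at 10 dpa, 1.55 ± 0.719 at 20 dpa and 0.344 ± 0.120 TPM at 30 dpa. It fell by 2.15 on the log2 scale between 10 and 20 dpa (standard error 0.31, adjusted p = 3.27e-05 from edgeR). In the libraries of 20 dpa it was at 2.37, 1.25 and 1.03 TPM and in those of 18 dpa between 2.67 and 3.42 TPM. GBSS1, its copies summed, exceeded GBSS2 by a mean log2 of 7.40, in 24 of 24 libraries (sign-flip permutation test, adjusted p = 1.1e-05, the smallest that the permutations can give). No sample of pericarp was sequenced, so the share of pericarp RNA that these levels would stand for cannot be given.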

The very low levels of GBSS2 expression demonstrate that our RNA samples were not substantially contaminated with the surrounding pericarp tissue. 

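PTST1 brings GBSS to the starch granule. PTST1-A1 (TRITD6Av1G029630, chromosome 6A from 69966059 to 69970466) was at 4.802 ± 0.640 TPM (SD, n = 3) at 6 dpa and highest at 13 dpa with 16.0 ± 3.65 TPM, and PTST1-B1 (TRITD6Bv1G042270, chromosome 6B from 122735575 to 122739823) was highest at 13 dpa with 13.7 ± 4.30 TPM. PTST1-A1 rose between 6 and 10 dpa by a log2 of 1.18 (standard error 0.20, adjusted p = 0.000154 from edgeR). The copies of GBSS1 exceeded those of PTST1 in 24 of 24 libraries, by a mean log2 of 5.24.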

Interestingly, we also detected relatively low levels of Protein Targeting to Starch 1 (PTST1) expression. PTST1 in Arabidopsis leaves acts together with GBSS in amylose biosynthesis by facilitating GBSS localisation on starch granules, and *ptst1* mutants produce amylose-free starch [45]. However, in rice endosperm, eliminating PTST1 has only minor reductions on amylose content [46]. The low expression levels of PTST1 in durum wheat makes it unlikely to play a major role in amylose synthesis in the durum wheat endosperm.

#### Reversible starch phosphorylation

Cereal starch is almost devoid of covalently bound phosphate [47]. Consistent with this, we observed very low expression levels of the dikinases that phosphorylate starch (GWD and PWD), and the glucan phosphatases that remove phosphates (SEX4 and LSF2). 

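GWD and PWD add phosphate to starch, and SEX4 and LSF2 remove it. GWD1.1-B1 was highest at 13 dpa with 0.593 ± 0.356 TPM (SD, n = 3), GWD1.2-A1 (TRITD7Av1G086070, chromosome 7A from 205526737 to 205537290) at 20 dpa with 1.22 ± 0.846 TPM, and PWD-A1 (TRITD0Uv1G059180, on no assigned chromosome) at 8 dpa with 9.77 ± 1.46 TPM. SEX4-A1 (TRITD5Av1G249420, chromosome 5A from 647895344 to 647899813) went from 6.97 ± 1.47 at 6 dpa to 3.54 ± 0.379 TPM at 10 dpa, a log2 fold change of -0.79 (standard error 0.17, adjusted p = 0.000929 from edgeR), and LSF2-B1 (TRITD5Bv1G093040, chromosome 5B from 274107373 to 274110088) was highest at 8 dpa with 8.24 ± 0.328 TPM. The 11 genes of the category together held 0.00366% ± 0.000346 of TPM at 8 dpa and 0.00185% ± 0.000247 at 30 dpa. All 7 that were expressed were DEGs, and 1 of them at an absolute log2 over 1.5.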

The non-active phosphatase homolog, LSF1, that targets β-amylases to starch granules in Arabidopsis [48], also had very low expression.

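LSF1-B1 (TRITD1Bv1G224020, chromosome 1B from 667208175 to 667212386) was at 4.67 ± 0.447 TPM (SD, n = 3) at 6 dpa, 5.299 ± 1.21 at 10 dpa and 1.43 ± 0.167 TPM at 30 dpa, and LSF1-A1 stayed under 1 TPM, with at most 0.920 ± 0.247 TPM. Relative to the other genes LSF1-B1 had a log2 fold change of -0.41 (standard error 0.19, adjusted p = 0.0709 from edgeR) between 6 and 30 dpa, which did not pass the test. With no scaling beyond the library totals it was -2.145 (adjusted p = 5.79e-10 from edgeR).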

#### MOS metabolism

Two plastidial enzymes involved in processing MOS were expressed in the endosperm: ⍺-glucan phosphorylase (PHS1) and disproportioning enzyme (DPE1) - with PHS1 peaking at around 10 dpa (and appearing in C1) while DPE1 peaked later (18–20 dpa; appearing in C0). 

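PHS1 and DPE1 act on maltooligosaccharides in the plastid. PHS1-A1 (TRITD5Av1G205670, chromosome 5A from 552277802 to 552287211) was at 19.7 ± 2.94 TPM (SD, n = 3) at 6 dpa, 112 ± 47.0 at 10 dpa, 57.9 ± 8.28 at 20 dpa and 34.9 ± 7.58 TPM at 30 dpa, and rose by a log2 of 2.57 (standard error 0.38, adjusted p = 3.56e-05 from edgeR) between 6 and 10 dpa. PHS1-B1 (TRITD5Bv1G201740, chromosome 5B from 574237802 to 574244463) was at 156 ± 56.2 TPM at 10 dpa, and at 54.4 ± 5.67 TPM at 20 dpa, which was not a DEG, with a log2 fold change of -0.74 (standard error 0.35, adjusted p = 0.103 from edgeR). With no scaling beyond the library totals it was -1.49 and a DEG (adjusted p = 0.000125 from edgeR). Between 10 and 30 dpa PHS1-B1 was a DEG with TMM scaling, at -0.90 (standard error 0.35, adjusted p = 0.0423 from edgeR). PHS1-A1 was not a DEG between 10 and 20 or 10 and 30 dpa (adjusted p = 0.75 and 0.293 from edgeR). By TMM-scaled counts the highest mean of PHS1-A1 fell at 18 dpa and that of PHS1-B1 at 10 dpa. DPE1-A1 (TRITD2Av1G048150, chromosome 2A from 105825619 to 105830304) was highest at 18 dpa with 34.3 ± 3.24 TPM, against 5.59 ± 0.523 at 6 dpa. DPE1-B1 (TRITD2Bv1G061150, chromosome 2B from 158477647 to 158482240) was highest at 20 dpa with 42.8 ± 4.97 TPM, against 4.90 ± 0.385 at 6 dpa and 37.9 ± 6.08 TPM at 30 dpa. Between 10 and 20 dpa DPE1-A1 rose by a log2 of 1.35 (standard error 0.33, adjusted p = 0.00327 from edgeR) and DPE1-B1 by 2.33 (standard error 0.29, adjusted p = 7.41e-06 from edgeR). The log2 ratio of DPE1-A1 to DPE1-B1 went from 0.27 ± 0.06 at 6 dpa to -0.83 ± 0.02 at 30 dpa (adjusted p = 7.09e-08 from limma).

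**Figure D13:**
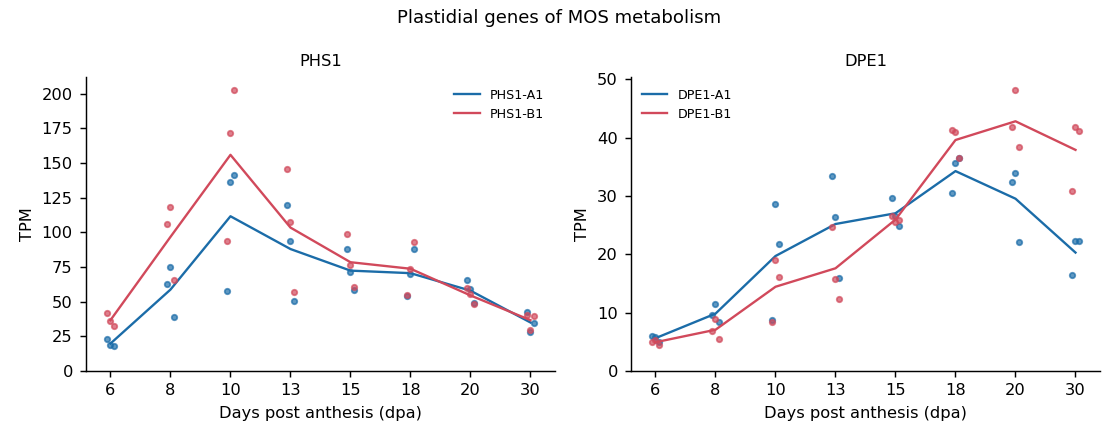
TPM of the homeologs of PHS1 and DPE1 at each timepoint in dpa. Each point is a library and lines join the means. PHS1-B1 is highest at 10 dpa with 156 TPM and DPE1-B1 at 20 dpa with 42.8 TPM.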

PHS1 activity has been observed in the developing wheat endosperm, where it was proposed to participate in starch synthesis either by trimming glucan chains at the granule surface, or by degrading MOS released by ISA during starch synthesis [49]. It is also possible that PHS1 participates in granule initiation. In Arabidopsis, PHS1 is not required for normal starch synthesis or degradation [50], but *phs1* mutations can affect starch granule numbers per chloroplast if other components of MOS metabolism are simultaneously abolished [51]. In rice, the grains of *phs1* knockout mutants are severely shrivelled, particularly when grown at low temperature [52]. The enzyme’s role in granule initiation remains unclear due to the conditional nature of these phenotypes (upon additional mutations and temperature) and should be further investigated in wheat. DPE1 in Arabidopsis leaves participates in starch degradation, where it processes MOS to allow complete degradation to maltose [53]. Since there is very little starch degradation occurring in the developing endosperm, it is not clear what this enzyme does in this tissue. However, there is evidence in vitro that the rice PHS1 and DPE1 can physically interact and elongate MOS simultaneously [54].

By contrast to the plastidial PHS1 and DPE1, their cytosolic counterparts, DPE2 and PHS2, showed very low expression. It is plausible that the activity of these enzymes is not important in the developing endosperm, given that cytosolic MOS processing is typically associated with the further metabolism of maltose generated during starch degradation in leaves [55, 56].

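PHS2 and DPE2 are the cytosolic counterparts. At 10 dpa the summed copies of PHS2 were at 14.1 ± 5.61 TPM (SD, n = 3) and those of PHS1 at 268 ± 103 TPM, and at 20 dpa those of DPE2 were at 3.23 ± 1.45 TPM and those of DPE1 at 72.3 ± 10.9 TPM. Across the 24 libraries PHS1 exceeded PHS2 by a mean log2 of 3.64 and DPE1 exceeded DPE2 by 3.36, in every library in TPM. In CPM, DPE1 was above DPE2 in 22 of 24. DPE2-B1 (TRITD2Bv1G044170, chromosome 2B from 110376655 to 110384306) fell from 5.204 ± 1.51 at 6 dpa to 1.72 ± 0.551 TPM at 15 dpa, a log2 fold change of -0.91 (standard error 0.26, adjusted p = 0.00494 from edgeR).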

#### Plastidial sugar transporters

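MEX1 exports maltose from the plastid. MEX1-A1 (TRITD2Av1G251940, chromosome 2A from 682940804 to 682944805) was highest at 13 dpa with 6.51 ± 0.502 TPM (SD, n = 3), against 2.33 ± 0.492 at 6 dpa and 3.28 ± 0.490 TPM at 30 dpa, and MEX1-B1 (TRITD2Bv1G213840, chromosome 2B from 640474951 to 640478599) at 10 dpa with 3.89 ± 1.22 TPM. From 6 to 10 dpa MEX1-A1 rose by a log2 of 1.17 (standard error 0.20, adjusted p = 0.000154 from edgeR) and MEX1-B1 by 1.08 (standard error 0.25, adjusted p = 0.00205 from edgeR).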

We observed very low expression of the plastidial maltose exporter, MEX1, consistent with there being low starch degradation to generate maltose for cytosolic processing. 

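pGlcT carries glucose across the plastid envelope. pGlcT-B1 (TRITD3Bv1G012270, chromosome 3B from 26563541 to 26568630) went from 28.2 ± 4.74 at 6 dpa to 66.3 ± 14.1 TPM (SD, n = 3) at 10 dpa and was at 50.8 ± 1.08 TPM at 30 dpa, and pGlcT-A1 (TRITD3Av1G008420, chromosome 3A from 16507008 to 16511843) was highest at 20 dpa with 32.9 ± 6.22 TPM. For pGlcT-B1 the log2 fold change between 6 and 10 dpa was 1.39 (standard error 0.17, adjusted p = 3.09e-06 from edgeR). Over homeologs pGlcT exceeded MEX1 in 24 of 24 libraries, by a mean log2 of 3.52 (sign-flip permutation test, adjusted p = 1.1e-05, the smallest that the permutations can give).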

Interestingly, we observed substantial expression of the glucose transporter pGlcT. In Arabidopsis leaves, pGlcT works together with MEX1 to export products of starch degradation [57]. Its role beyond Arabidopsis leaves remains to be determined. Also, we observed generally low expression for all glucose-6-phosphate (Glc6P)/phosphate translocators (GPT), which are important in heterotrophic or part-heterotrophic tissues such as the embryo and guard cells of Arabidopsis [58, 59] and rice pollen [60], where they import glucose-6-phosphate (Glc-6P) into the plastid to support metabolism, including ADP-glucose synthesis. 

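GPT1-A1 (TRITD7Av1G132020, chromosome 7A from 340201866 to 340204816) was highest at 8 dpa with 16.1 ± 4.22 TPM (SD, n = 3) and GPT2-A1 (TRITD2Av1G086750, chromosome 2A from 205511166 to 205513108) at 6 dpa with 9.76 ± 3.86 TPM. At 30 dpa they were at 4.81 ± 2.00 and 3.63 ± 0.788 TPM. Relative to the other genes GPT1-B1 (TRITD7Bv1G095380, chromosome 7B from 287862932 to 287866021) fell between 6 and 30 dpa, with a log2 fold change of -0.9985 (standard error 0.23, adjusted p = 0.000968 from edgeR), and GPT1-A1 did not pass the test (adjusted p = 0.476). With no scaling beyond the library totals GPT1-B1 was at -2.74 and GPT1-A1 at -1.98 (adjusted p = 2.28e-06 from edgeR for GPT1-A1). Neither homeolog of GPT2 was a DEG in any comparison with TMM scaling, and with no scaling GPT2-A1 was one in 15 and GPT2-B1 in 3 of the 28.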

Their low expression levels are aligned with the cytosolic synthesis of ADP-Glucose in wheat endosperm.

#### Starch degradation

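The 24 genes of starch degradation held 0.00794% ± 0.00329 of TPM (SD, n = 3) at 6 dpa and 1.00% ± 0.0727 at 30 dpa. At 30 dpa nearly all of it was in the homeologs of the β-amylase BAM5.3, and at 6 dpa the homeologs of BAM5.1 held 61.5 ± 31.1 TPM and those of BAM5.3 0.444 ± 0.538 TPM. Of the others, AMY2-A1 (TRITD2Av1G176800, chromosome 2A from 492665975 to 492669606), an α-amylase, was at most at 2.98 ± 0.862 TPM, at 13 dpa, and BAM10-A1 (TRITD3Av1G069090, chromosome 3A from 165572650 to 165582487) at most at 12.9 ± 0.591 TPM, at 18 dpa. Of the 13 expressed genes of the category all were DEGs, and 11 were over an absolute log2 of 1.5. BAM5.1-A1 (TRITD2Av1G083950, chromosome 2A from 199465150 to 199472906), another β-amylase, fell from 36.0 ± 18.8 at 6 dpa to 0.531 ± 0.172 TPM at 15 dpa, a log2 fold change of -5.38 (standard error 0.69, adjusted p = 1.72e-06 from edgeR). BAM3-A1 (TRITD1Av1G138730, chromosome 1A from 374480202 to 374482289) rose between 20 and 30 dpa by 2.88 (standard error 0.51, adjusted p = 0.0009 from edgeR), to 2.78 ± 1.47 TPM.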

The low expression of most starch-degrading enzymes is consistent with the endosperm being primarily a site of starch synthesis. The major plastidial α-amylase and isoamylase activities, AMY3 and ISA3, were filtered out due to very low expression at all timepoints (Supplemental File 5). 

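AMY3-A1 (TRITD3Av1G166320, chromosome 3A from 469084321 to 469104380) was at most at 0.383 ± 0.111 TPM (SD, n = 3) and AMY3-B1 (TRITD3Bv1G144770, chromosome 3B from 450376031 to 450391302) at 0.493 ± 0.0531 TPM, both at 20 dpa. ISA3-A1 (TRITD5Av1G152540, chromosome 5A from 425170925 to 425182187), a debranching enzyme, was at 0.879 ± 0.641 TPM at 20 dpa and ISA3-B1 at 0.514 ± 0.447 TPM. Changes were still found at these levels. From 10 to 20 dpa AMY3-B1 rose by a log2 of 2.23 (standard error 0.34, adjusted p = 6.92e-05 from edgeR) and ISA3-A1 by 3.87 (standard error 0.70, adjusted p = 0.000295 from edgeR).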

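BAM5.3-B1 (TRITD4Bv1G206310, chromosome 4B from 671239476 to 671243631) had 0.2003 ± 0.223 TPM (SD, n = 3) at 6 dpa, 77.8 ± 70.4 at 8 dpa, 1341 ± 958 at 10 dpa, 1886 ± 666 at 13 dpa, 3919 ± 239 at 20 dpa and 5424 ± 494 TPM at 30 dpa. From 6 to 10 dpa its log2 fold change was 12.62 (standard error 1.19, adjusted p = 1.68e-07 from edgeR). Between 10 and 20 dpa it was 2.33 (standard error 0.77, adjusted p = 0.0221 from edgeR), and without 10 dpa replicate 1 (1.89) or 10 dpa replicate 3 (2.34) the gene was not a DEG over this span. The ratio of its homeologs did not change over time (adjusted p = 0.346 from limma). Of the other β-amylases, BAM10-B1 (TRITD3Bv1G074950, chromosome 3B from 211796355 to 211805870) had its highest mean at 10 dpa, 11.8 ± 2.21 TPM, with 11.8 ± 1.01 TPM at 13 dpa, and BAM5.2, BAM1.2 and BAM9 stayed under 1 TPM at all timepoints.

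**Figure D14:**
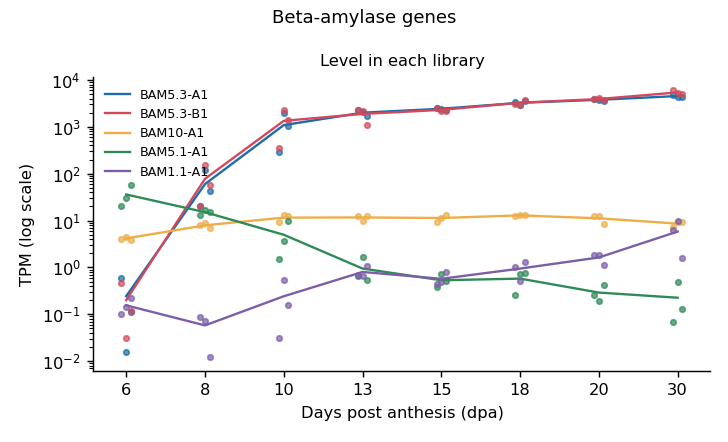
TPM of BAM5.3-A1, BAM5.3-B1, BAM10-A1, BAM5.1-A1 and BAM1.1-A1, on a log axis, at each timepoint in dpa. Points are libraries and lines join the means of 3 replicates. BAM5.3-B1 reaches 5424 TPM at 30 dpa, and BAM5.1-A1 goes from 36.0 TPM at 6 dpa to 0.225 TPM at 30 dpa.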

Expression of most β-amylase isoforms was generally low, except the two homeologs of BAM5.3 (encoded on chromosomes 5A and 4B), which had extremely high levels of expression during grain development from 10 dpa onwards (and appeared in C1). Interestingly, BAM5.3 is an ortholog of Arabidopsis BAM5 and BAM6, and is localised to the cytosol [61]. The role of β-amylases is not understood in cereal grains as even during grain germination, starch degradation is primarily carried out by the AMY1 family of α-amylases [62, 63]. It has even been postulated that the β-amylase accumulated during grain filling may act as a storage protein [64]. 

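The homeologs of BAM5.3 together exceeded the other β-amylases summed in 21 of the 24 libraries, with a mean log2 ratio of 4.88 (sign-flip permutation test, two-sided, adjusted p = 0.00042). The lowest log2 ratio was -8.86, at 6 dpa. The test takes the libraries of a timepoint as independent, so its p-value may be too small. At 20 dpa the sum for BAM5.3 was 7688 ± 379.8 TPM (SD, n = 3), against 0.444 ± 0.538 TPM at 6 dpa, when BAM5.1-B1 (TRITD2Bv1G089710, chromosome 2B from 239400751 to 239437146) had 25.5 ± 12.5 TPM.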

BAM5.3 appears to be the primary isoform accumulated during grain development in durum wheat, and its function in the cytosol deserves further investigation. Future studies should check whether this protein is enzymatically active. 

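LDA is a debranching enzyme. LDA-A1 (TRITD7Av1G039520, chromosome 7A from 82974613 to 82984122) was at 0.357 ± 0.349 TPM (SD, n = 3) at 6 dpa, 1.49 ± 1.59 at 8 dpa, 22.3 ± 17.0 at 10 dpa, 50.8 ± 1.202 at 18 dpa and 35.4 ± 7.90 TPM at 30 dpa. LDA-B1 (TRITD7Bv1G013060, chromosome 7B from 33982765 to 33992621) was highest at 18 dpa, with 30.1 ± 2.62 TPM. Both rose between 6 and 10 dpa, LDA-A1 by a log2 of 6.14 (standard error 0.77, adjusted p = 4.63e-06 from edgeR) and LDA-B1 by 5.32 (standard error 0.58, adjusted p = 1e-06 from edgeR).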

Notably, we also observed substantial expression of limit dextrinase (LDA), which in barley has been proposed to be involved starch granule initiation, since a mutant in LDA has altered distribution of A- and B-type granules [65]. It is possible that it may have a similar role in starch biosynthesis in wheat.

**Fig. 4:**
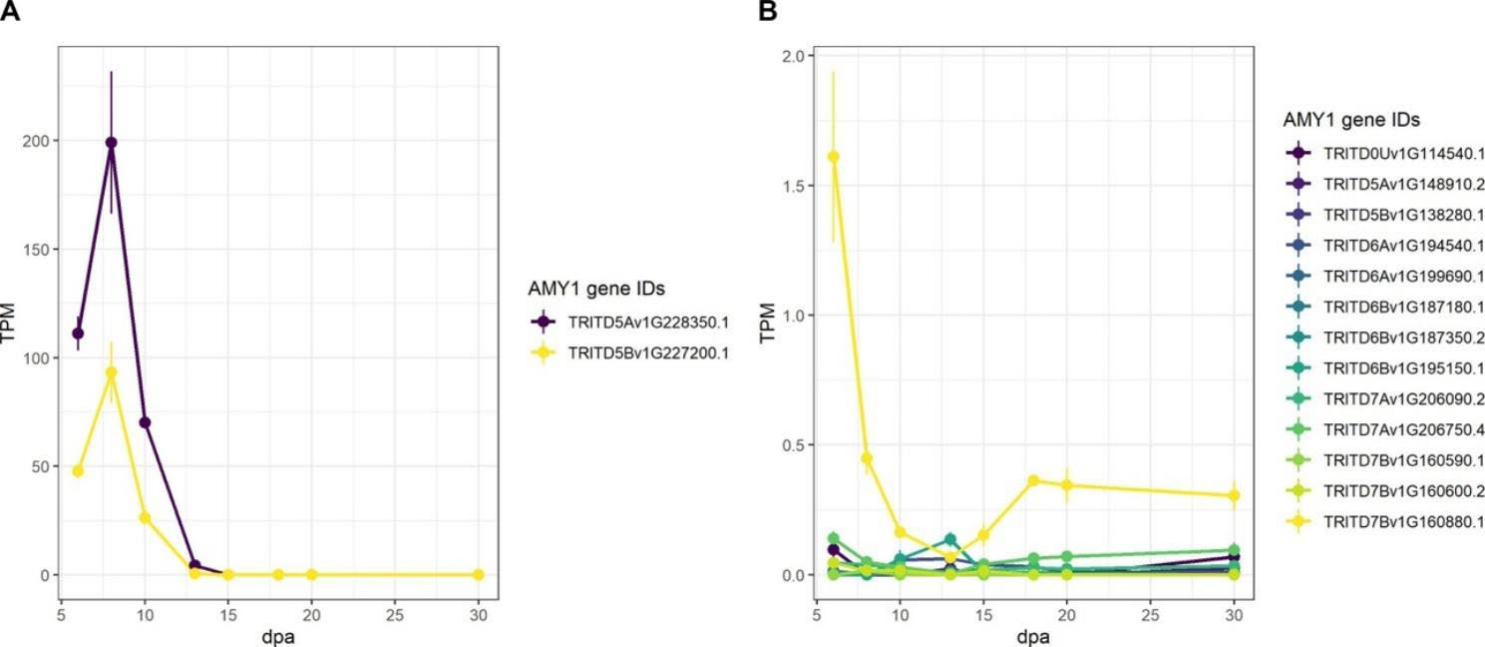
Expression patterns of AMY1 genes in developing wheat endosperm. Transcript accession numbers are the canonical transcripts from Ensembl Plants. **(A)** Average TPM values of the two homeologs with high expression in the endosperm. Values are the mean ± SEM of the *n* = 3 replicates. **(B)** As for A, but for AMY1 genes with low expression in the endosperm

Although the AMY1 family of α-amylases is widely known to be involved in starch degradation during germination, we examined the expression patterns of AMY1 homologs in the developing durum wheat endosperm. This family is characterised by having an N-terminal signal peptide, which allows enzymes synthesised *de novo* to be secreted into the endosperm from the aleurone during germination [63]. We identified 15 AMY1 genes in durum wheat. 

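The AMY1 gene TRITD5Av1G228350 (chromosome 5A from 602535685 to 602537115), which encodes a secreted α-amylase, was at 111 ± 23.6 TPM (SD, n = 3) at 6 dpa, 199 ± 98.5 at 8 dpa, 70.1 ± 4.42 at 10 dpa and 4.27 ± 6.32 TPM at 13 dpa, and was listed at 0 in all libraries of 18, 20 and 30 dpa. Its homeolog TRITD5Bv1G227200 (chromosome 5B from 641873227 to 641874719) was at 47.7 ± 9.41, 93.2 ± 42.2, 26.3 ± 10.3 and 0.555 ± 0.737 TPM at these timepoints and at 0 from 15 dpa. Neither passed the test between 6 and 8 dpa, with log2 fold changes of 0.825 (standard error 0.953, adjusted p = 0.733 from edgeR) and 0.943 (standard error 0.764, adjusted p = 0.599 from edgeR). With such standard errors a rise of this size is neither shown nor excluded. Both fell between 8 and 13 dpa, with log2 fold changes of -5.21 (standard error 1.14, adjusted p = 0.00189 from edgeR) and -7.04 (standard error 1.00, adjusted p = 0.000127 from edgeR).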

Surprisingly, one homolog of AMY1 (encoded by homeologs TRITD5Av1G228350 and TRITD5Bv1G227200) was strongly expressed in the endosperm during early grain development, peaking at 8 dpa, before decreasing to almost undetectable levels after 15 dpa (Fig. 4A). The role of this secreted ⍺-amylase in the endosperm during grain development is yet to be investigated. The other AMY1 homologs, as expected, had very low or almost no expression in the developing endosperm (Fig. 4B).

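Of the other 13 AMY1 genes, only TRITD7Bv1G160880 (chromosome 7B from 506394753 to 506396444) reached a mean of 1 TPM, with 1.61 ± 0.987 TPM (SD, n = 3) at 6 dpa. It fell by 3.08 on the log2 scale between 6 and 10 dpa (adjusted p = 0.00495 from edgeR). The next highest mean was 0.140 ± 0.0854 TPM, for TRITD7Av1G206750 at 6 dpa.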

It is possible that the starch degradation enzymes that are present in developing endosperm (BAM5.3, the AMY1 isoform and LDA) may serve indirect functions in starch synthesis, for example by supplying MOS substrates to starch biosynthesis enzymes (see MOS metabolism above). One hypothesis is that they could release glucans from A-type granules, providing substrates for the initiation of B-type granules.

#### Granule initiation

A distinct set of proteins involved in starch granule initiation in Arabidopsis has recently been discovered. However, research investigating their roles in mediating the distinct spatiotemporal pattern of A- and B-type granule initiation in wheat is still on-going [66, 67]. The genes encoding these proteins showed distinct expression patterns that are consistent with their proposed roles in A- and B-type granule initiation (Fig. 5A). 

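Of the 9 granule initiation genes listed, 8 reached a mean of 1 TPM at 1 timepoint and 7 of these were DEGs. Their highest mean TPM, by gene, fell at 6 dpa for SS4-B1, at 8 dpa for SS4-A1, MRC-A1, MFP1.1-B1 and MFP1.2-B1, at 10 dpa for MFP1.1-A1 and MFP1.2-A1, at 18 dpa for BGC1-B1 and at 30 dpa for BGC1-A1. As a set the genes did not rise more than other genes between 6 and 10 dpa (3 rose and none fell, adjusted p = 0.178 from camera of limma) or between 10 and 20 dpa (2 rose and 1 fell, adjusted p = 0.464, and 2 rose and 6 fell with no scaling). The highest level of any of them was 16.2 ± 4.04 TPM (SD, n = 3).

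**Figure D15:**
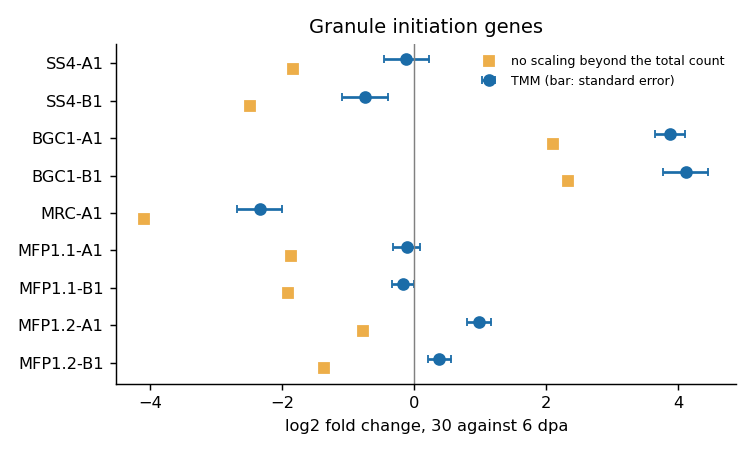
Log2 fold change of the granule initiation genes between 6 and 30 dpa, with TMM scaling (circles, bars are standard errors) and with no scaling beyond the library totals (squares). With TMM, BGC1-A1 is at 3.87 and MRC-A1 at -2.34.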

Starch Synthase 4 (SS4) was primarily expressed during early grain development, consistent with a role in establishing correct granule number per amyloplast in early grain development [68]. 

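SS4-A1 (TRITD1Av1G202430, chromosome 1A from 528191911 to 528198616) was at 0.776 ± 0.145 TPM (SD, n = 3) at 6 dpa, 1.04 ± 0.243 at 8 dpa, 0.898 ± 0.0249 at 15 dpa and 0.299 ± 0.240 TPM at 30 dpa. SS4-B1 (TRITD1Bv1G193680, chromosome 1B from 593080612 to 593087181) was at 0.966 ± 0.319, 0.851 ± 0.220, 0.376 ± 0.134 and 0.232 ± 0.133 TPM. Relative to the other genes SS4-A1 did not differ between 6 and 30 dpa, with a log2 fold change of -0.12 (standard error 0.34, adjusted p = 0.78 from edgeR). The difference became a DEG without 30 dpa replicate 2 (-0.84) and with no scaling beyond the library totals (-1.84). Between 6 and 15 dpa SS4-A1 rose by a log2 of 0.92 (standard error 0.34, adjusted p = 0.024 from edgeR), but it was not a DEG without 6 dpa replicate 1 (0.93) or 2 (0.86), without 15 dpa replicate 1 (0.81) or with no scaling (0.01). Between 6 and 13 dpa SS4-B1 had a log2 fold change of -0.86 (standard error 0.34, adjusted p = 0.0389 from edgeR), and it was not a DEG without 6 dpa replicate 2 (-0.75) or 3 (-0.84) or without 13 dpa replicate 2 (-0.59) or 3 (-0.91). Against 6 dpa SS4-B1 was not a DEG at 8, 10, 15, 18, 20 or 30 dpa with TMM scaling. At 30 dpa its log2 fold change was -0.75 (standard error 0.35, adjusted p = 0.067 from edgeR). With no scaling it was -2.49 and a DEG.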

B-Granule Content1 (BGC1) not only limits granule initiations to a single A-type granule per amyloplast during early grain development, but it also has a critical role in promoting B-type granule initiation during later grain development [6]. 

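BGC1-B1 (TRITD0Uv1G034540, on no assigned chromosome) was at 1.86 ± 0.814 TPM (SD, n = 3) at 6 dpa, 5.301 ± 2.81 at 10 dpa, 14.2 ± 3.06 at 15 dpa, 13.4 ± 2.86 at 20 dpa and 12.2 ± 1.26 TPM at 30 dpa. BGC1-A1 had 6.58 ± 1.88 at 13 dpa, 8.08 ± 1.84 at 15 dpa and 11.4 ± 1.81 TPM at 18 dpa. Between 6 and 15 dpa BGC1-B1 rose by a log2 of 3.66 (standard error 0.34, adjusted p = 2.79e-08 from edgeR) and BGC1-A1 by 2.40 (standard error 0.21, adjusted p = 1.69e-08 from edgeR). Both also rose between 10 and 20 dpa, by 2.096 (standard error 0.31, adjusted p = 5.07e-05 from edgeR) and 2.56 (standard error 0.21, adjusted p = 1.92e-07 from edgeR). BGC1-B1 did not differ between 20 and 30 dpa (adjusted p = 0.615 from edgeR). The log2 ratio of BGC1-A1 to BGC1-B1 was 0.22 ± 0.25 at 6 dpa, -1.09 ± 0.06 at 13 dpa and -0.05 ± 0.03 at 30 dpa (adjusted p = 2.81e-05 from limma).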

Consistent with this, BGC1 expression increases during grain development, and is highly expressed at 15–20 dpa when B-type granules initiate. For both SS4 and BGC1, the patterns of transcript accumulation are consistent with patterns of protein accumulation observed through immunoblotting [68]. Myosin Resembling Chloroplast Protein (MRC) was expressed primarily during early grain development, showing essentially an inverse expression pattern to BGC1. This distinct expression pattern appeared in C6, one of the few starch-related genes to do so (alongside BAM5.1). 

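MRC-A1 (TRITD6Av1G081580, chromosome 6A from 202466118 to 202471338) was at 3.43 ± 0.544 TPM (SD, n = 3) at 6 dpa, 3.61 ± 0.604 at 8 dpa, 2.94 ± 0.662 at 10 dpa, 0.719 ± 0.0579 at 15 dpa and 0.271 ± 0.0457 TPM at 30 dpa. Its log2 fold change was -1.54 (standard error 0.33, adjusted p = 0.000435 from edgeR) between 6 and 15 dpa and -2.03 (standard error 0.33, adjusted p = 0.000121 from edgeR) between 10 and 20 dpa, a span over which both homeologs of BGC1 rose. It did not differ between 6 and 10 dpa (adjusted p = 0.9 from edgeR) or between 20 and 30 dpa (adjusted p = 0.726).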

We demonstrated that MRC is a repressor of B-type granule initiation specifically during early grain development, as mutants of durum wheat defective in MRC show the early initiation of B-type granules [69].

So far, the Mar1 Filament-like Protein (MFP1) is the only known granule initiation protein identified in Arabidopsis that has not been explored in wheat. Interestingly, all cereals have two paralogs of MFP1 (MFP1.1 and MFP1.2) [70], which were both expressed in the durum endosperm (Fig. 5A). 

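MFP1.1-A1 (TRITD1Av1G054690, chromosome 1A from 129157739 to 129165626) was highest at 10 dpa with 3.84 ± 0.819 TPM (SD, n = 3), and MFP1.2-A1 (TRITD3Av1G038460, chromosome 3A from 83410978 to 83415496) at 10 dpa with 5.77 ± 1.13 TPM. At 30 dpa they were at 1.09 ± 0.194 and 2.77 ± 0.506 TPM. MFP1.2-A1 rose between 6 and 10 dpa by a log2 of 0.85 (standard error 0.18, adjusted p = 0.00127 from edgeR). With no scaling beyond the library totals this was 0.47, under the fold threshold. Relative to the other genes MFP1.1-A1 and MFP1.1-B1 did not differ between 6 and 30 dpa (adjusted p = 0.631 and 0.386 from edgeR), while with no scaling their log2 fold changes were -1.87 and -1.92. With TMM scaling MFP1.1-A1 was a DEG between 10 and 30 dpa, at -0.64 (standard error 0.20, adjusted p = 0.0132 from edgeR). MFP1.1-B1 was a DEG between 8 and 18 dpa (-0.63, adjusted p = 0.00277 from edgeR). It was not between 8 and 20 or 8 and 30 dpa (adjusted p = 0.2 and 0.154 from edgeR). MFP1.2-B1 (TRITD3Bv1G047250, chromosome 3B from 127264909 to 127269447) had a log2 fold change of 0.38 (standard error 0.17, adjusted p = 0.0639 from edgeR) between 6 and 30 dpa, which was -1.37 with no scaling.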

Given that MFP1 is a thylakoid-associated protein in Arabidopsis leaves [70], the expression of this protein in the endosperm (where amyloplasts lack true thylakoid membranes) is noteworthy, and its localisation and role in the endosperm should be investigated.

When comparing the expression pattern of granule initiation genes from our study with that of hexaploid bread wheat *(Triticum aestivum)* [22], we consistently observed the opposite expression pattern of *Ta*BGC1 compared to the other granule initiation genes (Fig. 5B). However, in the hexaploid, *Ta*BGC1 is still expressed highly at 15–20 dpa, but it then decreases in expression towards 30 dpa; whereas it seems to plateau in our durum wheat dataset. *Ta*SS4 still has an inverse expression pattern compared to *Ta*BGC1, dipping in expression between 20 and 30 dpa and then increasing again. It is interesting that the expression patterns of these genes in hexaploid wheat look different to those in durum wheat, which could be due to biological differences between the species, or in the experimental set-up and sequencing depths. These discrepancies highlight the importance of our dataset as an additional resource for the study of durum wheat.

To assess how specific these expression patterns are to species that have A- and B-type granules, we examined the expression patterns of these genes in the endosperm of rice and maize using publicly available data. Rice produces compound granules, where granules are initiated during early grain development and there is no second wave of granule initiation in later grain development that leads to B-type granules; and maize produces simple granules without distinct populations of different granule sizes [67]. Among the granule initiation genes, BGC1 had the most different expression patterns when comparing durum wheat with rice and maize. Rather than peaking during mid-late grain development, BGC1/Floury Endosperm 6 (FLO6) expression in rice was highest at the beginning of endosperm development and then decreased, increasing again only slightly in late grain development (after 20 dpa) (Fig. 5C). PTST2b expression (PTST2 is the ortholog of BGC1) in maize was also high during early grain development, dipping and then plateauing in later grain development (Fig. 5D). It is therefore tempting to speculate that change in the BGC1 expression pattern is one of the key factors that facilitates the formation of A- and B-type granules.

**Fig. 5:**
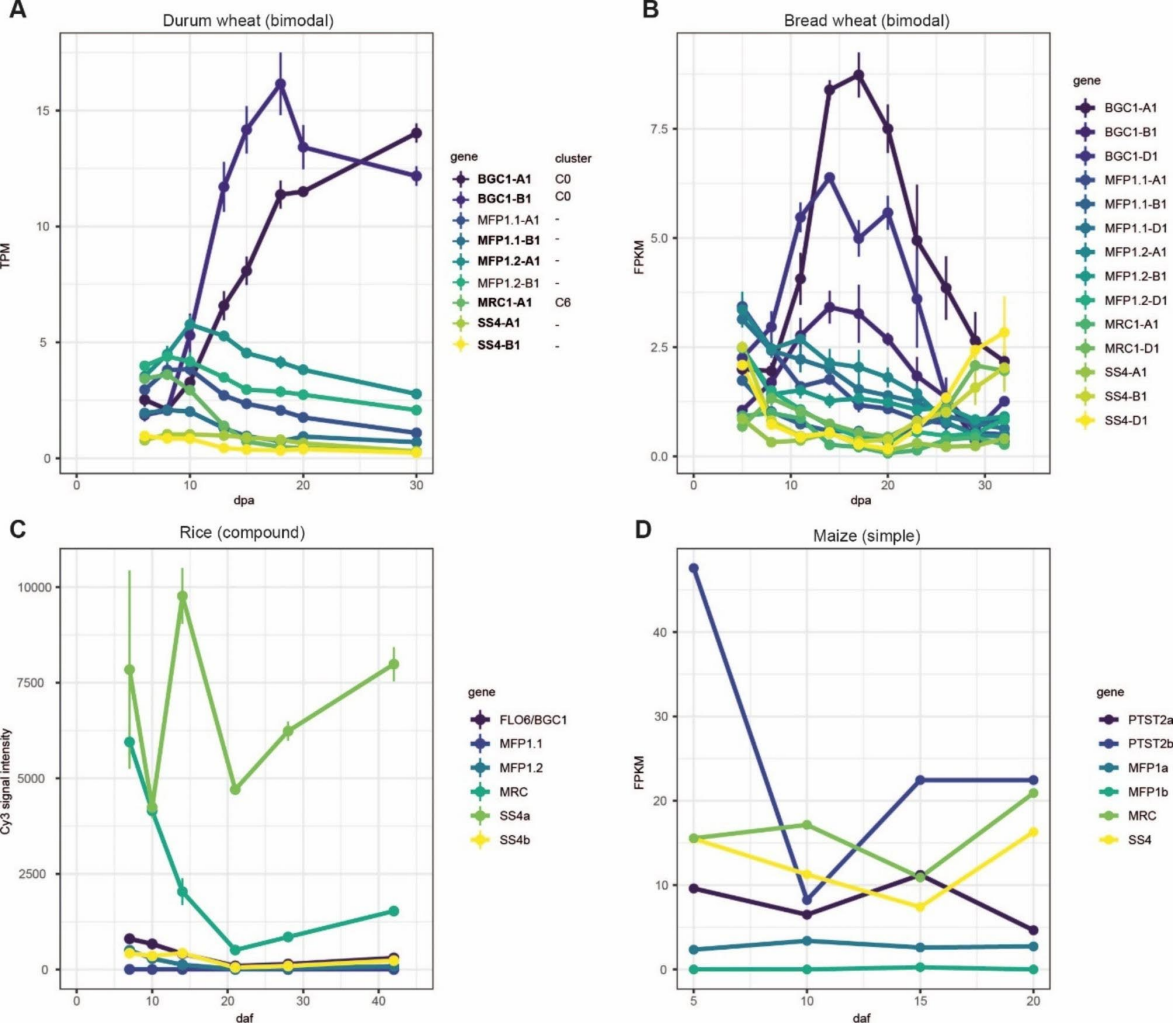
Expression patterns of starch granule initiation genes in species with different endosperm starch granule morphology. **(A)** Average TPM values (n = 3) of starch granule initiation genes in durum wheat endosperm. Genes in bold were identified as DEGs, and numbered cluster annotations (beneath ‘cluster’) refer to the corresponding global cluster from Fig. 2 if the gene was included. **(B)** Average FPKM values (n = 3) of starch granule initiation genes in bread wheat endosperm, using data from Gu et al. 2021 [22]. **(C)** Average expression values (n = 3) from microarray analysis of starch granule initiation genes from rice developing endosperm, extracted from a public database (https://ricexpro.dna.affrc.go.jp/) [71]. FLO6/BGC1 = LOC_Os03g48170, MFP1.1 = LOC_Os05g08790, MFP1.2 = LOC_Os01g08510, MRC = LOC_Os02g09340, SS4a = LOC_Os01g52260, SS4b = LOC_Os05g45720 **(D)** Expression values (n = 3) from RNA sequencing analysis of starch granule initiation genes from maize developing endosperm, using data from Qu et al. 2016 [72]. PTST2a = GRMZM2G104501, PTST2b = GRMZM2G122274, MFP1a = GRMZM2G106233, MFP1b = GRMZM2G142413, MRC = GRMZM2G104357, SS4 = GRMZM2G044744. For A - C, error bars represent the standard error of the mean. For D, no data was available on the error values. dpa = days post anthesis. daf = days after flowering

### Future outlook

We have generated a high-quality transcriptomics dataset for endosperm development in durum wheat, and we demonstrated its potential to provide new insights and hypotheses into key processes during grain development, using starch metabolism as an example. Other processes to be investigated may include protein and lipid biosynthesis, cell wall biosynthesis, micronutrient transport, as well as development of endosperm structure and subsequent maturation in general.

## Materials and methods

### Plant growth and harvest

Wheat plants were grown in controlled environment rooms (CERs) at 60% relative humidity with 16 h light at 20 °C and 8 h dark at 16 °C. The CER light intensity was 400 µmol photons m^− 2^ s^− 1^. Each spike was individually marked for anthesis when an anther was visible from the spike, and this was taken as day 0. Checking for anthesis and harvesting were performed at 1–2 h after midday. Four spikes from each individual plant were used, each for a different developmental time point. Three biological replicates per time point were collected from independent plants. Therefore, some of the biological replicates for separate time points were spread over several of the same plants. We ensured that replicates for every time point were spread across different spikes in each plant, so that variability between spikes would not be biased towards one time point. Although there were slight differences in the day of flowering between spikes, many plants had spikes that flowered within a few days of each other and in our optimal growth conditions, the first 3–4 tillers look similar. Any variability between tillers and spikes is not likely be a huge variable for our experiment, as the quality control steps demonstrated that the principal difference separating the samples was their developmental stage (Fig. 1C). For sample collection, the whole spike was cut at the base, frozen in liquid nitrogen and stored at -80 °C. Then, grains were threshed from the spikes on dry ice, using the middle section of each spike, avoiding the middle grain of each spikelet, and stored at -80 °C again. Endosperms were subsequently dissected on dry ice, frozen in liquid nitrogen and stored at -80 °C until RNA extraction.

### RNA extraction and sequencing

Total RNA was extracted (n = 3) from the frozen endosperm tissue using the RNeasy PowerPlant kit (Qiagen). An on-column DNase digest was incorporated during the extraction. Either 6 (for 6, 8 and 10 dpa), 4 (for 13, 15, and 18 dpa) or 3 (for 20 and 30 dpa) endosperms were pooled from each spike for each RNA extraction. Quality control, poly-A selection library preparation and RNA sequencing (RNA-Seq) using a NovaSeq 6000 machine (Illumina) was carried out at Novogene (Cambridge, UK). Each sample returned between 78,762,223 and 169,888,168 million clean 150 bp paired end reads. These clean RNA-Seq reads can be downloaded from the NCBI Gene Expression Omnibus repository (Accession: GSE216253).

### TPM value calculation and differential expression

Clean reads from above were pseudoaligned to the Svevo v1 Durum wheat transcriptome downloaded from Ensembl Plants, either using canonical transcripts only (Supplemental File 1) or all transcripts (Supplemental File 2), using *kallisto* [23]. The default settings were used for mapping. A range of 66.356–77.040% of reads per sample aligned to the transcriptome. Both estimated count values and normalised expression as transcript per million (TPM) for each gene were retrieved from the pseudoalignment. *DESeq2* [73], run though the *DEapp* shiny [74], was then used to identify significantly differentially expressed genes (DEGs; significance cut-offs used - FDR ≤ 0.05, log_2_ fold change > 1.5 and a minimum count cut-off of 10 counts per million in at least three samples).

### Global clustering analysis

Clustering analyses were performed using *Clust* [24], on all of the DEGs identified. The DEGs were first filtered by setting a minimum threshold of 10 TPM for the sum of the TPM values of the three biological replicates, in at least one time point. The DEG TPM values (as separate biological replicates) were then used as the input for the analysis, which implemented the suggested in-built normalisation methods of *Clust* (log_2_, Z-score and quartile normalisation) [24]. Parameters used included a tightness value of 5, a minimum cluster size > 10, and the removal of clusters with flat expression profiles over time. Several tightness values were tested, and the number of clusters identified plateaued at a tightness value of 5.

### Principal component analysis and data visualisation

Principal component analysis (PCA) was carried out in R first using the ‘prcomp’ function from the ‘stats’ package to generate the components of the PCA, then plotted using the ‘ggbiplot’ function from the ‘ggbiplot’ package. TPM values were used as the input for the PCA, with genes with a TPM over one for all replicates being included. For heatmap visualisation and hierarchal clustering, the R function ‘pheatmap’ from the ‘pheatmap’ package was used. Only the rows (genes) were clustered and not the columns (timepoints), otherwise default settings were used. Average log_2_ TPM values for the three replicates at each time point were used as the input for heatmap and hierarchal clustering analyses. Analyses were carried out in version 1.0.12 of the pheatmap package, running on R version 4 (https://cran.rstudio.com/web/packages/pheatmap/index.html).

### Identification of durum wheat starch genes

Genes related to starch synthesis in wheat were manually curated: Orthologs in durum wheat were identified using BLASTp against the Svevo v1 Durum wheat proteome on Ensembl Plants [75], as well as using the “Orthologues” tool Ensembl Plants. In both cases, a known homolog from Arabidopsis, bread wheat, rice, or other species was used as a query sequence. The full list of genes analysed can be found in Supplemental File 5.

### qRT-PCR

For qRT-PCR, we generated cDNA using the same RNA samples described above for RNA-seq, using the Go-Script Reverse Transcription System (Promega). The amount of RNA in each sample was measured using a Nanodrop, then 500 ng of each sample was used for cDNA synthesis.

Five starch metabolism genes (AGPS1, SBE2b, GBSS1, BAM5.3, BGC1) were selected for a qRT-PCR assay to check whether this was consistent with our RNAseq expression patterns. We chose four genes which were also selected in the hexaploid wheat RNAseq study [22]: AGPS1, SBE2b, GBSS1, and the reference gene ATG8d [76]. For AGPS1, SBE2b and ATG8d, we used primers reported in previous studies [22, 76] and these were not homeolog-specific. We designed new primers for GBSS1-A2, BAM5.3-A1 and BGC1-A1, which were homeolog-specific. For primers used, see Supplemental File 6.

We performed qRT-PCR using the SYBR Green Jumpstart Taq ReadyMix (Sigma-Aldrich), using 12 µL reactions. First, we performed primer efficiency tests using cDNA from two time points, 13 dpa and 18 dpa. This was done using 5 dilutions of the cDNA samples. Using the 13 dpa sample, the primer efficiencies were all between 95 and 105%, except for the BGC1-A1 primers (Supplemental File 6). This varied slightly using 18 dpa samples, indicating some difference in primer efficiency depending on the cDNA sample.

We performed the qRT-PCR for all time points using 12 µL reactions containing 2.5 ng of cDNA. Three technical replicates of three biological replicates per time point were used. The PCR programme was: preincubation at 95 °C for 5 min, amplification for 45 cycles at [95 °C for 10 s, annealing at 60 °C for 30 s, elongation at 72 °C for 15 s], melting curve generation at 95 °C for 5 s, 65 °C for 1 min and increasing to 97 °C at 0.11 °C/s, and cooling at 40 °C for 30 s. For data analysis, we took the average values of three technical replicates for each biological replicate. We used the ΔΔCt method to calculate relative expression, using the average value of three biological replicates at 6 dpa as reference sample and ATG8d as a reference gene.

### Starch extraction and quantification

The same grains as used for RNA-seq were used for endosperm starch quantification, as described in [68]. Briefly, three to five dissected endosperms of known fresh weight were used for each sample. These were homogenised in 0.7 M perchloric acid. Insoluble material was collected by centrifugation, washed three times in 80% ethanol, then resuspended in water. Starch was digested using α-amylase/amyloglucosidase (Roche, Basel), and the released glucose was assayed using the hexokinase/glucose-6-phosphate dehydrogenase assay (Roche).

For curve fitting to the data, the nls() function with the SSlogis model in R (version 4.2.0) was used. This was plotted with the ‘growthcurve’ package (https://github.com/briandconnelly/growthcurve) The parameters of the model were extracted with the coef() function.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary File 1

Supplementary File 2

Supplementary File 3

Supplementary File 4

Supplementary File 5

Supplementary File 6

Supplementary File 7 (Figures)

## Data Availability

The full dataset generated and analysed during the current study is available in the NCBI Gene Expression Omnibus repository (https://www.ncbi.nlm.nih.gov/geo/; Accession: GSE216253).

How the deposited data were processed for this re-analysis (not part of the article)

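Endosperms of the durum wheat variety Kronos were sampled at 6, 8, 10, 13, 15, 18, 20 and 30 dpa with 3 replicates per timepoint, 24 libraries in all. Each replicate pooled 6 endosperms at 6, 8 and 10 dpa, 4 at 13, 15 and 18 dpa and 3 at 20 and 30 dpa. The methods state that some plants gave spikes for more than 1 timepoint, without saying which, so replicate numbers were not taken as pairs.

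The authors pseudoaligned the clean 150 bp paired reads to the canonical transcripts of the Svevo durum wheat transcriptome with kallisto (version 0.46.1 in the notes of the submitters) at default settings, and deposited the estimated counts, 1 value per canonical transcript and library, with no scaling between libraries. The deposited TPM values were made by the authors in the same kallisto runs, scaled by effective transcript length and to a fixed total per library. Both tables list 66,559 transcripts, and each transcript stood for its gene. Each TPM column was checked to sum to this fixed total, and the estimated counts were checked not to be whole numbers.

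The estimated counts totalled 56,180,542 to 115,799,984 per library, so 1 CPM stood for 56.2 to 116 counts. A gene with 0 counts in a library may have an expected count of up to 3. Of the transcripts listed, 44,240 had at least 10 counts in at least 3 libraries and were tested.

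Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, counts rounded to whole numbers, timepoint as a factor, all 24 libraries in 1 model that shares an estimate of the spread). All 28 pairs of timepoints were compared. A DEG had an FDR of at most 0.05 by Benjamini and Hochberg within its comparison and a fold change of more than 1.5, an absolute log2 of 0.585. The methods of the paper state an absolute log2 of 1.5, and the smallest absolute log2 in its tables of DEGs is 0.585. Numbers at 1.5 on the log2 scale are given as well.

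Categories of starch-related genes were those of Supplemental File 5, 8 categories with the granule initiation genes and 15 genes of secreted AMY1 beside them, and a gene was expressed with a mean of at least 1 TPM at 1 timepoint. They were tested as sets with camera of limma 3.58.1 (inter-gene correlation preset at 0.01) between 6 and 10, 10 and 20 and 20 and 30 dpa, with adjustment over 30 tests. Homeolog ratios of 45 pairs were tested with limma on log2 ratios of counts with 0.5 added, as an F test over the 8 timepoints adjusted over the pairs. In 20 comparisons of gene against gene, the mean log2 ratio of TPM with 0.1 added was tested with a sign-flip permutation test (1e+05 permutations, smallest p 1e-05). Signs were flipped by library, which does not allow for a ratio that follows the timepoint, so these p-values may be too small. The PCA used TPM, centred and scaled, of genes over 1 TPM in all libraries. Permutations, tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

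The genes named were chosen by a rule: every starch-related gene of Supplemental File 5, the 15 AMY1 genes and the qRT-PCR reference ATG8d-B1, and for each sequential comparison at most 2 genes that rose and 2 that fell, those with the largest fold among the DEGs with a mean of at least 10 TPM at 1 of the timepoints and no overlap between replicates. Values of Supplemental Files 3 and 5 were seen before the rule was written. TRITD0Uv1G003650 falls outside the rule and was chosen after its values were seen.

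The tests, the alternatives and the rule for named genes were chosen before the data were examined, except for the 2 alternatives and the tests said in the closing section to be chosen later. Alternatives tried were DESeq2 1.42.0, its size factors in edgeR, no scaling beyond the library totals, the 100 most abundant transcripts left out, no filter on low counts, filters of 1 and 10 CPM, other fold thresholds, only the 6 libraries compared, replicate number in the model, A and B homeologs summed, limma on log2 TPM with 0.1 or 1 added, other limits of TPM and other pseudocounts, other inputs of the PCA, fry and an estimated correlation in place of the preset of camera, and each library left out in turn.

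The tools were tested on simulated data, with 100 genes changed 2-fold and 100 changed 4-fold among the 44,240 genes between 15 and 18 dpa. Of these edgeR called 16 and 48 with 1 false call, DESeq2 24 and 55 with 28 false calls and limma 12 and 48 with 2 false calls. Camera with its preset correlation found the set that was raised and called 4 of 200 unchanged sets. The simulated genes were drawn independently of one another. In the data, the estimated correlation between the starch-related genes was 0.221 for 6 against 10 dpa. The simulation therefore cannot show how the preset serves for sets as correlated as these. The test of homeolog ratios recovered 7 of 10 changed pairs and called 0 of 35 unchanged pairs.

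Gene lists by product name, such as those planned for other tissues, were not analysed here, since the tables at hand do not pair these gene identifiers with product names. GBSS2 alone served as a marker of pericarp. Clust was not run, and the lists of its clusters in Supplemental File 4, held in part for C0 and C6, were only described. The qRT-PCR, the starch contents and the data of bread wheat, rice and maize were not analysed here. The TPM of Supplemental File 5 matched the deposited TPM to within 0.1% in 944 of 944 means, and those of the part of Supplemental File 1 at hand to within 0.01% in 47,880 of 47,880 values.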

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

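The tests of the genes that rose between 18 and 20 dpa and the simulation for 15 and 18 dpa were chosen only after the results were seen.

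A signal stood out in genes that the paper does not discuss, the 92 that rose between 18 and 20 dpa. Their TPM summed to 130 in replicate 1 of 20 dpa but to 1779 and 2058 in replicates 2 and 3. The sums were 80.5, 110 and 105 in the libraries of 18 dpa, 1312, 2217 and 830 in those of 30 dpa and 721, 763 and 658 in those of 6 dpa. None of the 92 genes is in the starch-related list. The number of DEGs between 18 and 20 dpa, 94 with the 2 that fell, moved with single libraries. Without replicates 1, 2 and 3 of 20 dpa edgeR called 3,496, 1 and 1 genes, without those of 18 dpa 0, 1 and 4, without those of 6 dpa 14, 8 and 13, without those of 8 dpa 1, 9 and 5, without replicates 1 and 3 of 10 dpa 14 each, without replicates 1, 2 and 3 of 13 dpa 13, 1 and 14, without those of 15 dpa 16, 196 and 14 and without those of 30 dpa 6, 411 and 171.

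The pattern to weigh is this difference between the 3 libraries of 20 dpa. A difference in library size is argued against for replicates 3 and 1, since the summed TPM of replicate 3 was 15.9 times that of replicate 1 and the total counts were 1.02 times as many. TPM are scaled to a fixed total per library, so this test had little chance to come out otherwise. Pericarp RNA in replicates 2 and 3 cannot be told apart from other causes: GBSS2-B1 had 0.435 times the TPM in replicate 3 that it had in replicate 1, but it is a single marker with a baseline in every library and no pericarp was sequenced. A later stage of development in replicates 2 and 3 cannot be told apart from other causes either. Among all genes that rose (2,915) or fell (3,180) between 18 and 30 dpa the median position of replicates 2 and 3 between the means of these timepoints led that of replicate 1 by at least 0.233. For the genes that rose to 30 dpa the positions were 0.155, 0.529 and 0.519 in replicates 1, 2 and 3. The 92 genes themselves go both ways. Their median TPM was 1.69 and 1.39 in replicates 2 and 3, above the 0.314 to 0.520 of the 30 dpa libraries and near the 1.61 to 2.16 of those of 6 dpa, but 52 of them were DEGs with a higher level at 30 than at 18 dpa and 1 with a lower level, while 57 were DEGs with a lower level at 18 than at 6 dpa. Since the genes were chosen for a low level at 18 dpa against 20 dpa, these counts and levels support no explanation and exclude none.

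A second signal in a gene that the paper does not discuss was the most abundant transcript from 13 dpa on, TRITD0Uv1G003650, chosen after its values were seen. It had 119433 ± 4856 TPM at 30 dpa (SD, n = 3), 11.9% of all TPM, against 0.434 ± 0.266 TPM at 6 dpa, 15082 ± 10971 TPM at 10 dpa and 82194 ± 5527 TPM at 18 dpa.

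Between 6 and 30 dpa the median gene fell by 1.08 on the log2 scale in TPM, and over the 9 pairs of libraries the median lay between -1.33 and -0.68. A loss of low values near the floor is argued against, since the median was -1.37 over the 13,131 genes with a mean of at least 5 TPM. With the 100 most abundant transcripts left out and TPM rescaled, the median was 0.13, between -0.09 and 0.41 over the 9 pairs. These transcripts, chosen by their mean TPM over the same libraries, held 18.0% of TPM at 6 dpa and 72.7% at 30 dpa. Leaving them out raises all other genes of a library by a common factor that this share sets. This test therefore had little chance to come out otherwise. A few abundant transcripts that take a growing share of the reads stay a candidate explanation. Whether the amount of RNA per endosperm changed stays open and was not tested, and no biological explanation was tested.

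Few genes were called between 13 and 18 dpa: edgeR called 28 between 13 and 15 dpa, and 0 between 15 and 18 dpa, where 2,510 genes had an unadjusted p under 0.05 (2,212 by chance alone), DESeq2 called 34 and leaving out 18 dpa replicate 3 gave 2 in edgeR. The number between 13 and 15 dpa moved with single libraries. Without replicates 1, 2 and 3 of 13 dpa it was 3, 1 and 299, without those of 15 dpa 1, 18 and 1, without those of 6 dpa 18, 18 and 16, without replicates 2 and 3 of 8 dpa 12 and 5, without replicates 2 and 3 of 10 dpa 16 and 8, and without replicates 1 and 2 of 18 dpa 43 and 11.

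A wider spread between replicates is argued against as the whole cause of these few calls, since the median SD of log2 CPM at 13, 15 and 18 dpa was 1.15 times that at 6, 8 and 10 dpa. Smaller changes between the means stay open: the median absolute log2 change from 15 to 18 dpa was 0.539 times that from 8 to 10 dpa (0.492 to 0.643 with 1 library left out), at 0.23 against 0.42. Replicate spread alone would give at least 0.16 and 0.15, both low estimates, so a part of the smaller value, possibly most of it, is noise. Too few replicates for changes of this size may also contribute, since of the genes changed 2-fold in a simulation between 15 and 18 dpa edgeR recovered 16%, and 48% of those changed 4-fold. Every timepoint has the same number of replicates, so too few of them alone cannot explain fewer calls than between 8 and 10 dpa. There 12,680 genes had an unadjusted p under 0.05 in edgeR, against 2,510 between 15 and 18 dpa. The estimated share of genes not unchanged was 45.5% and 0.966%. For 15 to 18 dpa these values argue against too few replicates as the whole cause, though small changes may have been missed. Between 13 and 15 dpa the share was 13%, so missed changes stay open there.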

How the results depend on the processing

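DESeq2 with a filter of 1 CPM and 20 dpa represented by its replicate 1 alone were chosen only after the data were seen. For the changes listed here the cause was not tested, except where a setting by construction tests fewer genes or fewer libraries or applies a stricter threshold.

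The 37,171 DEGs over all comparisons stayed within 1.5 times under DESeq2 (37,573), 1 CPM (29,831), no filter (38,401), RLE (37,097), no scaling (41,559), the 100 most abundant transcripts left out (37,047) and no fold threshold (39,003). So did all 7 sequential counts without the 100 most abundant transcripts and with no fold threshold. The 99 expressed starch-related genes and the 38 homeolog pairs whose ratio changed also did so under every alternative run.

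Sequential counts moved by more than 1.5 times as follows. DESeq2 called 2,332 between 6 and 8 dpa, 428 between 13 and 15, 34 between 15 and 18 and 1,785 between 18 and 20, and with 1 CPM 2,205, 422, 35 and 1,681. DESeq2 over an absolute log2 of 1.5 called 2,699 between 8 and 10, 2,250 between 10 and 13, 276 between 13 and 15, 20 between 15 and 18 and 1,292 between 18 and 20 dpa. With stricter thresholds by construction fewer genes were DEGs. At an absolute log2 over 1.5 edgeR called 726 between 6 and 8, 2,343 between 8 and 10, 1,745 between 10 and 13 and 2,615 between 20 and 30 dpa, 24,651 in all and 59 of the 95 starch-related DEGs. With 10 CPM it called 3,513 between 8 and 10, 36 between 18 and 20 and 2,420 between 20 and 30 dpa and 14,863 in all. With 10 CPM and a log2 over 1.5 it called 428, 1,025, 859, 18, 26 and 1,054 between 6 and 8, 8 and 10, 10 and 13, 13 and 15, 18 and 20 and 20 and 30 dpa and 7,176 in all. Between 18 and 20 dpa it called 203 with 1 CPM, 145 with RLE, 331 with no filter and 1 with no scaling. Between 13 and 15 dpa it called 55 with no filter and 223 with no scaling, which gave 13,324 between 20 and 30 dpa. With only the 6 libraries compared edgeR called 327 between 10 and 13 dpa, 0 between 13 and 15 (3,957 at an unadjusted p under 0.05, 1,884 by chance alone), 0 between 18 and 20 (5,128, and 1,835 by chance alone) and 1,706 between 20 and 30 dpa, where with all libraries edgeR called 28 and 94 and DESeq2 428 and 1,785 in the middle comparisons. With 20 dpa represented by replicate 1 alone, assumed to vary like the other groups, edgeR called 0 between 18 and 20 dpa (750 at an unadjusted p under 0.05, 2,184 by chance alone) and 1,965 between 20 and 30 dpa.

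Leaving out 1 library at a time gave 599 to 1,961 DEGs between 6 and 8 dpa, 2,193 to 6,006 between 8 and 10, 874 to 5,982 between 10 and 13, 1 to 299 between 13 and 15, 0 to 2 between 15 and 18 and 0 to 3,496 between 18 and 20 dpa. By more than 1.5 times moved the first without 6 dpa replicates 2 (678) and 3 (720) and 8 dpa replicate 2 (599), the second without 8 dpa replicates 1 (2,859) and 3 (3,058) and 10 dpa replicate 2 (2,193), and the third without 10 dpa replicates 1 (874) and 3 (933) and 13 dpa replicate 3 (1,126). The fourth did so without 15 of the libraries, the fifth without 18 dpa replicate 3 (2) and the sixth without 23. The range was 3,045 to 4,847 between 20 and 30 dpa, 36,278 to 37,590 in all, 92 to 95 for the starch-related DEGs, 37 to 38 for homeolog pairs, 31,551 to 32,336 for transcripts over 1 TPM, 54.2% to 58.2% for PC1, 18.8% to 21.4% for PC2 and 12 to 15 for libraries nearest to their own timepoint.

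The replicate numbers do not pair the libraries: deviations from the timepoint means correlated with a median of -0.0131 between libraries of the same number (-0.633 to 0.537, with 25 of 84 over 0.1) and of -0.00397 between those of different numbers. With a replicate block in the model edgeR called 50 genes between 13 and 15 dpa and 1 between 18 and 20 dpa, and the other counts stayed within 1.5 times.

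Of 120 log2 fold changes of named genes, all but 2, of which 1 gained and 1 lost a call, kept their side of the threshold with no called change reversed with the replicate block, all did with RLE, all but 3 with DESeq2 (2 lost a call and 1 gained one), 113 of 114 without the 100 most abundant transcripts, 108 of 110 with 10 CPM and 110 of 120 with homeologs summed. With 1 library left out 2,822 of 2,880 values did, 48 lost a call and 10 gained one. A gene called in neither setting counts as kept though its sign may differ, which held for 6 without TMM scaling (among them SBE2b-A1 between 10 and 20 dpa, at -0.22), 7 with limma, 3 with homeologs summed, 2 with 10 CPM and 19 values with 1 library left out. Without TMM scaling 94 were kept, 9 lost a call, 11 gained one and 6 reversed. Between 10 and 20 dpa SBE2a-A1 became -0.67, PTST1-B1 -0.14, LSF2-B1 -0.18 and pGlcT-B1 -0.0946, and between 6 and 30 dpa MFP1.2-B1 became -1.37 and ATG8d-B1 -1.28. With limma on log2 TPM, which has no TMM scaling either, 98 were kept with 0.1 added and 97 with 1 added. PTST1-B1, LSF2-B1, pGlcT-B1, MFP1.2-B1 and ATG8d-B1 reversed to -0.13, -0.16, -0.0782, -0.90 and -1.280 with 0.1 added and to -0.11, -0.13, -0.0771, -0.69 and -1.275 with 1 added. The median gene fell by 0.59 in TPM between 10 and 20 dpa and by 1.08 between 6 and 30 dpa, and by 0.43 and 0.76 in counts without scaling.

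The starch-related genes as a set rose more than other genes between 6 and 10 dpa (adjusted p = 3.76e-10 from camera of limma) and between 10 and 20 dpa (0.0148). With the inter-gene correlation estimated in camera these were 0.448 and 0.687. Over the alternatives with camera the range was 1.32e-15 to 0.448 between 6 and 10 dpa, 0.0198 to 0.687 between 10 and 20 dpa and 0.0292 to 0.985 between 20 and 30 dpa in camera of limma. The fry test of limma, which asks whether a set moved on average from no change and not whether it moved relative to other genes, gave 0.00019, 0.0345 and 0.595. With no scaling the set was at 0.261 between 10 and 20 dpa and passed between 20 and 30 dpa (0.0292). Of all 30 set tests 22 were the same with fry and 8 passed in addition, 23 with the estimated correlation and 7 no longer passed, and 30 with the replicate block.

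Over 5 TPM, 18,260 transcripts were detected. PC1 and PC2 held 59.5% and 18.6% on log2(TPM + 0.1), 91.0% and 2.90% without scaling and 37.1% and 15.4% over genes above 0 TPM in at least 1 library. PC1 held 59.3% on log2(TPM + 1). Of the changed genes, by TMM-scaled CPM, 2,438, 1,183, 1,662, 1,794, 777 and 3,962 peaked at 8, 13, 15, 18, 20 and 30 dpa. With no minimum level, where more genes are counted, 12,849, 6,419, 8,152, 1,157, 818, 2,461 and 2,209 peaked at 6, 8, 13, 15, 18, 20 and 30 dpa. With a summed TPM of at least 50, where fewer are, 2,481, 1,691, 1,044, 1,331, 179, 106, 147 and 385 did so from 6 to 30 dpa. With 1 library left out the numbers were 5,115 to 7,730 at 6 dpa, 2,924 to 5,204 at 8, 1,720 to 2,999 at 10, 2,192 (without 13 dpa replicate 3) to 5,360 at 13, 249 to 1,476 at 15, 234 to 382 at 18, 408 to 646 at 20 and 768 to 1,016 at 30 dpa. The peak of a named gene moved in 36 of 74 genes with TMM-scaled CPM, in 40 of 72 without the 100 most abundant transcripts, in 12 of 74 with homeologs summed and in 90 of 1,776 cases with 1 library left out. With CPM the mean log2 ratio kept its direction and side of the threshold in all 20 comparisons of gene against gene (sign-flip permutation test), and with 1 library left out in 469 of 480, but in CPM DPE1 exceeded DPE2 in 22 and SS1 exceeded SS3a in 23 of 24 libraries, against 24 each in TPM. The mean log2 of SS1 over SS3a was 0.48 in CPM and 1.92 in TPM. Of 66,559 transcripts 44,240 had enough counts to be tested. Whether depth or a lack of expression left out the others was not tested.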

Differences from the paper's values

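The alternative with DESeq2 and 1 CPM was chosen only after the values were seen. Numbers of DEGs are set beside the paper's at an FDR of 0.05 and a change of more than 1.5-fold, where the paper's methods state an absolute log2 of 1.5 and a minimum of 10 CPM in 3 samples.

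The fewest DEGs in a comparison of sequential early timepoints were 1,356 here, between 6 and 8 dpa, and 2,185 in the paper. Among the alternatives set before the data were examined, the value was within 1.5 times of the paper's with DESeq2 (2,332) and without 6 dpa replicate 1 (1,961), 10 dpa replicate 2 (1,499) or 20 dpa replicate 1 (1,523). It was not with 10 CPM (1,025), 1 CPM (1,399), no filter (1,318), RLE (1,281), no scaling (1,102), the 100 most abundant transcripts left out (1,278), the replicate block (1,353), DESeq2 over an absolute log2 of 1.5 (1,194), edgeR over it (726), no fold threshold (1,418), 10 CPM with it (428), only the 6 libraries compared (327) or any other single library left out (599 to 1,399). The fewest came between 10 and 13 dpa in place of 6 and 8 dpa with only the 6 libraries compared and without 10 dpa replicate 1 (874) or 3 (933) or 13 dpa replicate 3 (1,126). Between 6 and 8 dpa these settings gave 1,864, 1,585, 1,245 and 1,706, of which all but 1,245 were within 1.5 times of the paper's. With 20 dpa represented by replicate 1 alone, chosen after seeing the values, it was 1,437. With DESeq2 and 1 CPM, chosen after seeing the values, it was 2,205, and this setting dropped 40 of the 1,999 genes held of the paper's list between 6 and 8 dpa, where DESeq2 with the filter used here dropped 118 and edgeR 808. For the DEGs over all 28 comparisons, 29,925 in the paper and 37,171 here, this setting gave 30,007, and 1 CPM in edgeR, set before the data were examined, gave 29,831.

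Between 15 and 18 dpa edgeR called 0 genes (2,510 at an unadjusted p under 0.05, 2,212 by chance alone), against the paper's 34. Of the alternatives set before the data were examined, DESeq2 gave 34. The others did not come within 1.5 times: DESeq2 over an absolute log2 of 1.5 gave 20, edgeR gave 2 without 18 dpa replicate 3, and all other settings of edgeR gave 0. DESeq2 with 1 CPM, chosen after seeing the values, gave 35. The paper's list for this comparison was not used here, so the genes it drops from it cannot be counted. In the simulation of 15 and 18 dpa DESeq2 made 28 false calls and edgeR made 1. How many of the 34 calls are false was not tested, so the match in number does not show that these genes changed.

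The tables of DEGs hold changes below the fold that the methods state. Between 6 and 8 dpa 1,143 of the 1,999 genes held, between 6 and 10 dpa 1,222 of 1,999 and between 6 and 13 dpa 737 of 1,427 were at an absolute log2 of 1.5 or less, and the smallest was 0.585. The ratio of adjusted to unadjusted p in the tables gives 34,257 tests. Here 17,816 genes passed 10 CPM in 3 libraries and 34,313 passed 1 CPM.

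The paper describes the replicates of 6, 8, 10 and 13 dpa as clusters that are well separated in the PCA. Here 2, 2, 2 and 1 of their 3 libraries had a library of the same timepoint as their nearest. The largest distances between replicates were 93.4, 65.8, 44.8 and 143, and the smallest distances to a library of another timepoint were 38.4, 38.4, 34.0 and 29.6. For the later timepoints, which the paper describes as overlapping, the numbers were 2, 1 and 1 at 15, 18 and 20 dpa, and all 3 libraries of 30 dpa had a 30 dpa library as their nearest.

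In Fig. 3 and Fig. 5, 11 expressed genes are not in bold, the mark for DEGs. Of these, 7 were DEGs here in at least 1 of 28 comparisons: BAM10-A1 in 18, SBE1.3-B1 in 15, AMY2-B1 in 14, BAM10-B1 in 13, AMY2-A1 in 6, AGPS2-A1 in 2 and MFP1.1-A1 in 1. Over an absolute log2 of 1.5 BAM10-A1 was a DEG in 7, SBE1.3-B1 in 6 and BAM10-B1 in 4, and the other 4 in none. BT1.3-A1, GPT2-A1, GPT2-B1 and MFP1.2-B1 were DEGs in no comparison in edgeR and DESeq2, and with no scaling in 17, 15, 3 and 14. BAM10-A1 and AMY2-B1 appear in the list of C0 in Supplemental File 4.

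The paper gives C0 as an increasing pattern like the starch curve. Over the 1,998 genes of C0 held here the mean z-score of log2(TPM + 1) was highest at 13 dpa (0.87) and was -0.30 at 30 dpa, above the -1.01 of 6 dpa. By TMM-scaled CPM the largest group, 956 of these genes, was highest at 30 dpa. These genes are only a part of the 5,477 in C0. The quartile normalisation that the paper's methods name for Clust was not applied, so these z-scores and the paper's profile are on different scales.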

Other observations

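The regroupings of the libraries were planned, and no test in this part was chosen only after its result was seen.

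The isomerases that lead into ADP-glucose synthesis, which are not treated beside the claims, peaked early in TPM. Cytosolic cPGI-A1 (TRITD1Av1G009070, chromosome 1A from 19643363 to 19649447) was at 30.8 ± 1.87 TPM at 6 dpa (SD, n = 3), 71.2 ± 24.3 at 10 dpa, 34.1 ± 9.98 at 20 dpa and 25.9 ± 1.13 TPM at 30 dpa. Plastidial pPGI-B1 (TRITD5Bv1G140970, chromosome 5B from 423681663 to 423694597) was at 34.5 ± 2.60, 53.6 ± 12.4, 16.7 ± 4.44 and 10.6 ± 1.55 TPM. Between 10 and 20 dpa the log2 fold change was -0.29 (standard error 0.23, adjusted p = 0.342 from edgeR) for cPGI-A1 and -0.92 (standard error 0.23, adjusted p = 0.00384 from edgeR) for pPGI-B1. With no scaling beyond the library totals cPGI-A1 was at -1.06 and passed the test. By TMM-scaled CPM cPGI-A1 was highest at 18 dpa and pPGI-B1 at 10 dpa.

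The balance of A and B homeologs of the starch-related genes moved over development. Of 45 pairs, 38 changed their ratio over the 8 timepoints in limma, and leaving out 1 library at a time gave 37 or 38. In 18 of the 45 pairs the timepoint means of the ratio spanned more than 1 on the log2 scale. For SBE2b the log2 ratio of A to B was -0.49 ± 0.42 at 6 dpa (SD, n = 3), 0.44 ± 0.18 at 10 dpa and 0.99 ± 0.11 at 30 dpa (adjusted p = 5.15e-08 from limma).

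Other splits of the libraries were tested for each count of DEGs. For the 9 comparisons of 3 against 3 libraries tested, the 10 splits are too few for a share under 0.05. The real counts and the highest of the other splits were 1,356 and 1 between 6 and 8 dpa, 5,382 and 1 between 8 and 10, 4,030 and 0 between 10 and 13, 28 and 296 between 13 and 15, 0 and 0 between 15 and 18 (2,510 at an unadjusted p under 0.05 in edgeR, where chance alone gives 2,212, and 34 called by DESeq2), 94 and 1,576 between 18 and 20, 4,532 and 1,722 between 20 and 30, 14,249 and 18 between 6 and 10 and 14,731 and 0 between 10 and 20 dpa. A count as large as the real one came in 1 of the 10 splits between 6 and 8, 8 and 10, 10 and 13, 20 and 30, 6 and 10 and 10 and 20 dpa, 2 between 13 and 15, 10 between 15 and 18 and 3 between 18 and 20 dpa, the real split included. Splits that call many times the real count, as between 13 and 15 dpa and between 18 and 20 dpa, point to a structure of the samples other than the timepoint. These counts moved with single libraries, as given in the parts above.

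For the 37,171 genes that were DEGs in at least 1 of the 28 comparisons, only the real one of 60 regroupings of the 24 libraries gave as many. The highest of the others was 20,155. A share of 1 in 60, the smallest these regroupings can give, argues against a random grouping for this number. Random regroupings mix the timepoints, so this speaks to the timepoints as a whole and not to any 1 comparison.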
